# Global targetome analysis reveals critical role of miR-29a in pancreatic stellate cell mediated regulation of PDAC tumor microenvironment

**DOI:** 10.1186/s12885-020-07135-2

**Published:** 2020-07-13

**Authors:** Shatovisha Dey, Sheng Liu, Tricia D. Factora, Solaema Taleb, Primavera Riverahernandez, Lata Udari, Xiaoling Zhong, Jun Wan, Janaiah Kota

**Keywords:** Pancreatic cancer, PDAC, PSCs, microRNA, miR-29a, Protein interaction network, RNAseq, Desmoplasia, Tumor microenvironment, ECM

## Abstract

**Background:**

Pancreatic ductal adenocarcinoma (PDAC) is one of the most aggressive forms of malignancies with a nearly equal incidence and mortality rates in patients. Pancreatic stellate cells (PSCs) are critical players in PDAC microenvironment to promote the aggressiveness and pathogenesis of the disease. Dysregulation of microRNAs (miRNAs) have been shown to play a significant role in progression of PDAC. Earlier, we observed a PSC-specific downregulation of miR-29a in PDAC pancreas, however, the mechanism of action of the molecule in PSCs is still to be elucidated. The current study aims to clarify the regulation of miR-29a in PSCs and identifies functionally important downstream targets that contribute to tumorigenic activities during PDAC progression.

**Methods:**

In this study, using RNAseq approach, we performed transcriptome analysis of paired miR-29a overexpressing and control human PSCs (hPSCs). Enrichment analysis was performed with the identified differentially expressed genes (DEGs). miR-29a targets in the dataset were identified, which were utilized to create network interactions. Western blots were performed with the top miR-29a candidate targets in hPSCs transfected with miR-29a mimic or scramble control.

**Results:**

RNAseq analysis identified 202 differentially expressed genes, which included 19 downregulated direct miR-29a targets. Translational repression of eight key pro-tumorigenic and -fibrotic targets namely IGF-1, COL5A3, CLDN1, E2F7, MYBL2, ITGA6 and ADAMTS2 by miR-29a was observed in PSCs. Using pathway analysis, we find that miR-29a modulates effectors of IGF-1-p53 signaling in PSCs that may hinder carcinogenesis. We further observe a regulatory role of the molecule in pathways associated with PDAC ECM remodeling and tumor-stromal crosstalk, such as INS/IGF-1, RAS/MAPK, laminin interactions and collagen biosynthesis.

**Conclusions:**

Together, our study presents a comprehensive understanding of miR-29a regulation of PSCs, and identifies essential pathways associated with PSC-mediated PDAC pathogenesis. The findings suggest an anti-tumorigenic role of miR-29a in the context of PSC-cancer cell crosstalk and advocates for the potential of the molecule in PDAC targeted therapies.

## Background

Despite considerable advancement in the knowledge of pathogenesis and therapeutics of pancreatic ductal adenocarcinoma (PDAC) in recent years, the disease continues to remain as one of the deadliest malignancies. PDAC ranks as the seventh leading cause of cancer-related deaths worldwide [1] and the fourth in the United States [2]. This rapidly metastatic cancer is characterized by abundant desmoplastic reactions around pancreatic tumors mediated by the pancreatic stellate cells (PSCs) [3–5]. PSCs remain in quiescent state in normal pancreas, with a low extracellular-matrix (ECM) producing capacity. During pancreatic injury or inflammation, PSCs are activated by pro-inflammatory cytokines and growth factors to differentiate into myofibroblasts, expressing alpha smooth muscle actin (α-SMA) [3, 6, 7]. The transformed and activated stromal PSCs interact with the tumor cells, proliferate and produce ECM proteins and growth factors promoting fibrosis, pancreatitis and pancreatic cancer [4, 8, 9].

MicroRNAs (miRNAs) are a class of small (~ 22 nucleotide long), non-coding RNAs in multicellular organisms, which modulate key cellular mechanisms of proliferation, metabolism and apoptosis via post-transcriptional regulation of hundreds of genes [10]. miRNAs are initially generated as primary transcripts (pri-miRNA) from inter- and intragenic chromosomal regions predominantly via RNA polymerase II mediated transcription, and are then further processed by the Drosha RNase III enzyme to produce short hairpin pre-miRNAs [11]. Pre-miRNAs are exported to the cytoplasm by exportin 5, where they are further processed by the exonuclease III enzyme Dicer, in a complex, to generate mature miRNA. Mature miRNA, along with Agonaute 2, forms an RNA-dependent silencing complex and binds to the 3′-UTRs of the target gene mRNAs with imperfect complementarity to cause their degradation or translational suppression [11, 12]. Accumulating evidences have shown the involvement of miRNAs in regulation of pathological processes of variety of diseases including oncogenesis [12–14]. Studies have further demonstrated the association of dysregulated miRNAs in stromal cells with progression of different types of cancer, including pancreatic cancer, indicating the potential of miRNAs in developing targeted therapies [15–20].

In our previous work, we found microRNA-29a (miR-29a) to be pre-dominantly an anti-fibrotic molecule in PDAC, where miR-29a was significantly downregulated in activated PSCs and fibroblasts of murine and human PDAC as compared to normal pancreas, resulting in enhanced stromal extracellular matrix (ECM) deposition in PDAC microenvironment [21]. In addition, co-culture of pancreatic cancer cells with miR-29a overexpressing PSCs resulted in significant reduction in colony formation ability of the cancer cells and stromal deposition [21]. Thus, given the anti-fibrotic and tumor suppressive role of miR-29a in PSC-mediated PDAC progression, in the current study, we sought to decipher the mechanism of miR-29a in PSC regulation by identifying some of the key downstream target genes of the molecule, which also have critical functional implications in stromal remodeling and PDAC pathogenesis. Here we show for the first time that miR-29a concatenates genes belonging to key pathways associated with PDAC microenvironment, indicating the importance of the molecule in PSC-mediated PDAC stromal accumulation, suggestive of the potential of miR-29a as a therapeutic target for normalization of PDAC stroma.

## Methods

### Cell culture

Primary human pancreatic stellate cells (hPSCs) (3830, ScienCell Research Laboratories Carlsbad, California) were cultured in Dulbecco’s Modified Eagle Medium (DMEM, 11965092, Life Technologies, Carlsbad, CA) supplemented with 10% FBS in a humidified 5% CO_2_ incubator at 37 °C. hPSCs were authenticated using short tandem repeat profiling, and were regularly tested for mycoplasma contamination (MycoAlert, Lonza). All cells used in this study were less than passage 9.

### Transfection

To overexpress miR-29a, hPSC cells were seeded at 1 X 10^5^ cells/well in 6 well-plates for 24 h and transfected with control (CN-001000-01, GE Dharmacon, Lafeyette, CO) or miR-29a mimic (C-300504-07, GE Dharmacon, Lafeyette, CO) using DharmaFECT 1 Reagent (T-2001-01, GE Dharmacon, Lafeyette, CO) following manufacturer’s instructions. Total protein or RNA was isolated 48 h post-transfection for western blot or qPCR analyses, respectively.

### RNA extraction

Total RNA from cultured cells were extracted using the RNeasy plus Mini kit (74,134, Qiagen, Venlo, Netherlands) following manufacturer’s protocol. The concentration and purity of the extracted RNAs were measured using a Nanodrop 2000 Spectrophotometer (Thermo Fisher Scientific, Carlsbad, CA).

### RNAseq

For RNAseq, the quality and integrity of the extracted RNA were evaluated by a Bioanalyzer 2100 (Agilent technologies, CA). Samples with RNA Integrity Number (RIN) > 7.0 were used for RNAseq. cDNA libraries were prepared using the TruSeq RNA library kit (Illumina Inc., San Diego, CA). The libraries were amplified and then sequenced on an Illumina Hiseq.2000 instrument (San Diego, CA) with 100 bp paired end reads per sample. The quality of the sequence data was analyzed using FastQC [22]. The reads were mapped to the human genome (hg38) using STAR (v.2.5) [23]. Uniquely mapped sequencing reads were assigned to genes based on Gencode 25 using featureCounts (v1.6.2) [24]. Genes with read count per million (CPM) < 0.5 in two or more samples were filtered out and gene expression profiles were normalized using trimmed mean of M values (TMM) method. Differentially expressed genes (DEGs) were assessed by cutoff *p*-value of less than 0.05 after false discovery rate (FDR) adjustment with amplitude of fold change (FC) of gene expression greater than 2 linear FC.

### Target prediction, functional enrichment and network analysis

Conserved miR-29a target genes were obtained using TargetScan (v7.1). The hypergeometric model was adopted to identify the overlap between DEGs and miR-29a predicted targets.

Functional enrichment analysis of the gene ontology (GO) terms and KEGG pathway analysis were performed using R package to investigate the biological functions and pathways of the identified genes. The protein-protein interaction networks of the genes were explored using the STRING database, version 11 [25].

### Quantitative real time PCR (qRT-PCR)

RNA was reverse transcribed to cDNA using High capacity cDNA Reverse Transcription kit (4368814, Thermo Fisher Scientific, Carlsbad, CA) with random primers for genes or custom primer pool for miRNA (Thermo Fisher Scientific, Carlsbad, CA). To measure mature miR-29a expressions, TaqMan qRT-PCR reactions were set up using TaqMan Fast Advanced Mastermix (4444557, Applied Biosystems Foster City, CA) with TaqMan probe and primers for mature miR29a (002112, Applied Biosystems, Foster City, CA) or U6 snRNA (001973, Applied Biosystems, Foster City, CA). To assay the mRNA levels of genes, qRT-PCRs were performed with PowerUp SYBR Green Mastermix (A25742, Applied Biosystems, Foster City, CA) and custom primers Table S1). miRNA and mRNA qRT-PCR were normalized to U6 and ACTB respectively. Samples were run in triplicates in a 10 μl final volume using ABI 7500 Real-Time PCR machine with standard settings. Relative expressions were analyzed using ΔΔCT method.

### Western blot

Protein lysates were prepared with RIPA Buffer (PI-89900, Thermo Fisher Scientific, Carlsbad, CA) and quantified using BCA Protein Assay Kit (23,225, Pierce Biotechnology, Waltham, CA). Equal amounts of total protein were loaded onto NuPAGE 4–12% Bis-Tris Gels (NP0323, Invitrogen, Carlsbad, CA). After electrophoresis, the gels were electrotransferred onto polyvinylidene fluoride membranes, blocked with 5% dry non-fat milk and incubated overnight at 4 °C with specific primary antibodies. The membranes were washed and then probed with corresponding HRP conjugated goat anti-mouse (31,430, Thermo Fisher Scientific, Carlsbad, CA) or goat anti-rabbit (31,460, Thermo Fisher Scientific, Carlsbad, CA) antibodies at 1:5000 dilution. To develop the blots, ECL detection kit (34,096, Thermo Fisher Scientific, Carlsbad, CA) was utilized and the images were captured on an Amersham Imager 600 (GE Healthcare, Chicago, IL). Densitometry analysis was performed using Image J software to quantify each protein band, which were then normalized against loading control GAPDH. The primary antibodies used in this study were anti-IGF-1 (ab9572, Abcam, Cambridge, MA), anti-COL5A3 (PA5–77257, Thermo Fisher Scientific, Carlsbad, CA), anti-E2F7 (ab56022, Abcam, Cambridge, MA), anti-MYBL2 (PA546845, Thermo Fisher Scientific, Carlsbad, CA), anti-ITGA6 (3750, Cell Signaling Technology, Danvers, MA), anti-CLDN1 (4933S, Cell Signaling Technology, Danvers, MA), anti-ADAMTS2 (3485, Cell Signaling Technology, Danvers, MA), and anti-GAPDH (MA5–15738, Thermo Fisher Scientific, Carlsbad, CA).

### Statistical analysis

All data were expressed as mean ± standard error of the mean (SEM) of three independent experiments. Statistical analysis was performed by ANOVA or Student’s t test. Statistical significance is indicated as *p < 0.05 or **p < 0.01 or ***p< 0.001**.**

## Results

### RNAseq and identification of DEGs

RNAseq libraries were constructed using RNAs from control and miR-29a overexpressing hPSCs to generate global miR-29a targetome. 

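RNAseq measured the transcripts of primary human pancreatic stellate cells (hPSCs), the fibroblast-like cells that lay down the matrix of the pancreatic stroma. The cells had been transfected with a miR-29a mimic, a short synthetic RNA that acts as the mature microRNA does, or with a scramble control. There were 3 libraries per group, named Control 1, Control 2 and Control 3 and OE1, OE2 and OE3 as in Fig. 1c. MIR29A, the gene of the miR-29a precursor on chromosome 7 from 130876747 to 130913310 in hg38, had 48, 18 and 15 counts in Control 1, 2 and 3 and 46, 20 and 55 counts in OE1, OE2 and OE3. Its log2 fold change of miR-29a OE over control was 0.44 (standard error, SE, 0.34, adjusted p = 0.549 from edgeR's quasi-likelihood test). The neighbouring long non-coding RNA LINC-PINT had a log2 fold change of 0.12 (SE 0.38, adjusted p = 0.917 from the same test). The mimic itself is too short to be counted in libraries of this kind. The counts assigned to genes came to 31874002, 20154213 and 15386714 in Control 1, 2 and 3 (median 20154213) and to 30848234, 16765874 and 26281328 in OE1, OE2 and OE3 (median 26281328). The paper reports, in rounded numbers, 17000000 to 34000000 read pairs per library, and the values given here use the counts assigned to genes. The authors had aligned paired reads of 100 bp with STAR and counted them per Gencode 25 gene with featureCounts, and deposited raw counts for 17298 genes. From these, the 15058 genes with at least 0.5 CPM (counts scaled by the total of the library) in at least 2 of the 6 libraries were tested with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment over all genes tested. The paper's methods word this filter differently, removing genes under 0.5 CPM in 2 or more samples. Genes are said to have risen or fallen at an adjusted p under 0.05, and a differentially expressed gene (DEG) also had a log2 fold change beyond 1 either way, as in the paper. The libraries that enter, the test and the terms of its model, the filter on low counts and the scaling are choices that could change these numbers. The paper's statistics section speaks of 3 independent experiments and its Table 1 of 3 experimental replicates, and neither says whether the RNAseq libraries came from separate cultures or donors. The p-values then measure only the spread between these samples, which may be technical.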

Overexpression of miR-29a in the transfected hPSCs was verified by qPCR (Fig. 1a). Sequencing was performed with 2X 100 bp paired end reads. This yielded sequence reads ranging from 17 to 34 million pairs, of which 90–92% aligned to the hg19 genome assembly (Table 1). Quantile normalization with log_2_ transformation of number of counts per million (CPM) was performed and quality of raw sequencing reads and depth were verified for differential expression testing between the control and miR-29a overexpressing PSCs. 

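Genes that every cell uses stayed close between the groups. ACTB, the cytoskeletal actin to which the paper normalized its mRNA qPCR, stood at 6801 ± 764 CPM (SD, n = 3) in the controls and 6822 ± 187 CPM (SD, n = 3) with miR-29a OE (SE of the log2 fold change 0.11, adjusted p = 0.992 from edgeR's quasi-likelihood test). EEF1A1, a translation elongation factor, stood at 4038 ± 407 and 4345 ± 55.3 CPM (SD, n = 3 each), a log2 fold change of 0.11 (adjusted p = 0.67 from the same edgeR test). The 14 housekeeping genes, like the other gene lists not taken from the paper, were chosen before the deposited data were examined. The paper's tables had been seen by then. None of the 14 genes passed edgeR's test, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 2 of them were higher and 1 was lower, and DESeq2 called 1 higher. Their median log2 fold change was 0.05 (adjusted p = 0.68 from camera, which compares a list with all other genes), and without Control 3 there was 1 gene of the list that fell. The TMM factors of the 6 libraries ran from 0.978 to 1.03, the mitochondrial genes took 2.29% to 4.14% of the counts and the 10 most abundant genes 15.9% to 19.0%. The biological coefficient of variation over all genes was 16.7%. The libraries of one group all lay above those of the other for 3825 of the genes tested (25.4%), where chance gives 10%. Genes of high GC content were higher in Control 3 than in Control 2 (Spearman's rho 0.797 across 10820 genes, which are not independent replicates) and in OE2 than in OE3 (0.593). Between the groups, miR-29a OE minus control, the same correlation with GC content was 0.201. Control 3 and OE2 are also the libraries with the fewest counts of their groups.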

For identification of DEGs, genes were plotted in a volcano plot by their log10 *P* values with FDR (q value) < 0.05 against log 2 fold change (FC) (Fig. 1b). This identified 90 downregulated and 106 upregulated genes with FDR < 0.05 and log FC < -1 or > + 1 respectively (Table S2). 

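CXCL5, a chemokine that attracts neutrophils, rose from 2.59 ± 0.630 CPM in the controls to 13.8 ± 0.492 CPM with miR-29a OE (SD, n = 3 each), a log2 fold change of 2.39 (SE 0.19, adjusted p = 0.00107 from edgeR). KCNH2, a potassium channel, rose with a log2 fold change of 2.37 (SE 0.21, adjusted p = 0.00107 from edgeR), SFRP4, a secreted Wnt antagonist, with 1.92 (SE 0.23) and C3, a complement component, with 1.79 (SE 0.14). PLAU, the urokinase protease that activates plasminogen, fell from 64.6 ± 3.55 to 22.6 ± 2.39 CPM (SD, n = 3 each), a log2 fold change of -1.51 (SE 0.12, adjusted p = 0.00107 from edgeR). PAPPA2, a protease that cleaves IGF binding proteins, fell with a log2 fold change of -1.47 (SE 0.16), the MYB family transcription factor MYBL1 with -1.44 (SE 0.20) and the matrix protein ABI3BP with -1.43 (SE 0.18). Of the 20 genes named for the size of their change, 11 passed the test whichever library was left out, these 8 among them, and 9 lost their call without at least 1 library. Among all genes tested, 96 fell and 119 rose at an adjusted p under 0.05 and a log2 fold change beyond 1, and with no limit on the fold change 385 fell and 302 rose. With the replicate number as a block in the model, 0 fell and 0 rose (smallest adjusted p = 0.0862 from edgeR). The paper's abstract calls the cells paired, but whether a replicate number marks a pair is not stated. The numbers of DEGs that fell were 54, 89, 139, 47, 67 and 57 without Control 1, 2 and 3 and OE1, OE2 and OE3 in turn, and the numbers that rose were 37, 82, 196, 38, 53 and 89 in the same order. In counts simulated for these 15058 genes, the test recovered 76% of the genes changed 2-fold and 26% of those changed 1.5-fold, with no limit on the estimated fold change.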

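Predicted targets of miR-29 made up a larger share of the genes that fell than of all genes. NID1, which links laminin to collagen IV in basement membranes, fell from 225 to 116 CPM (n = 3 each), a log2 fold change of -0.96 (SE 0.11, adjusted p = 0.0029 from edgeR), and TET3, which oxidizes methylated cytosine in DNA, fell from 53.6 to 22.5 CPM, a log2 fold change of -1.24 (SE 0.17, adjusted p = 0.00528 from edgeR). Both belong to a list of 53 known miR-29 targets, of which 23 fell, none rose and 30 did not pass edgeR's test (29 lower and 2 higher when adjusted over the list alone), and 6 of the list are among the targets that the paper names from these libraries. The median log2 fold change of the list was -0.47 (adjusted p = 5.18e-14 from camera, adjusted p = 0.0605 with an estimated correlation), and the numbers that fell were 11, 23, 26, 12, 9 and 14 without Control 1, 2 and 3 and OE1, OE2 and OE3 in turn, with 1 that rose without Control 2 and 2 without Control 3. The authors' deposited table marks predicted conserved targets of miR-29-3p, and 1069 of the genes tested carried the mark (7.1%). Among the 96 DEGs that fell, 19 were marked (19.8%), where 6.82 would be by chance (odds ratio 3.27, one-sided Fisher's exact test, p = 3.77e-05). Among the 119 DEGs that rose, 2 were marked, where 8.45 would be by chance (one-sided Fisher's exact test for an excess, p = 0.998). These were DPYSL3 and HEYL, a Notch-responsive transcription factor that was singled out after its value was seen. Whatever the size of the change, 91 marked genes fell, 9 rose and 969 did not pass (143 lower and 14 higher when adjusted over the list alone), and their median log2 fold change was -0.16 (p = 1.97e-09 from camera, p = 0.00288 with an estimated correlation). The annotated 3' UTRs (hg38, GENCODE 44) were also searched for matches to the seed of mature miR-29a-3p (UAGCACCAUCUGAAAUCGGUUA), which are the 7 bases pairing with its positions 2 to 8 (TGGTGCT) or those pairing with positions 2 to 7 followed by an A (GGTGCTA). Of 12691 genes searched, 2681 had a match. The median log2 fold change was 0.02 for the 10010 genes with no match, -0.05 for the 2071 genes with 1 match and -0.13 for the 610 genes with 2 or more. The shares that fell were 2.47%, 4.01% and 8.03%, and the shares that rose 2.44%, 1.83% and 0.984%. In a regression with UTR length and GC content, having a match went with a log2 fold change lower by 0.11 (coefficient -0.1122, SE 0.0092 across genes, which are not independent replicates). By its t statistic (the coefficient divided by its SE), TGGTGCT ranked 1 from the lowest among the 140 sequences of 7 bases of the same composition.

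**Figure D1:**
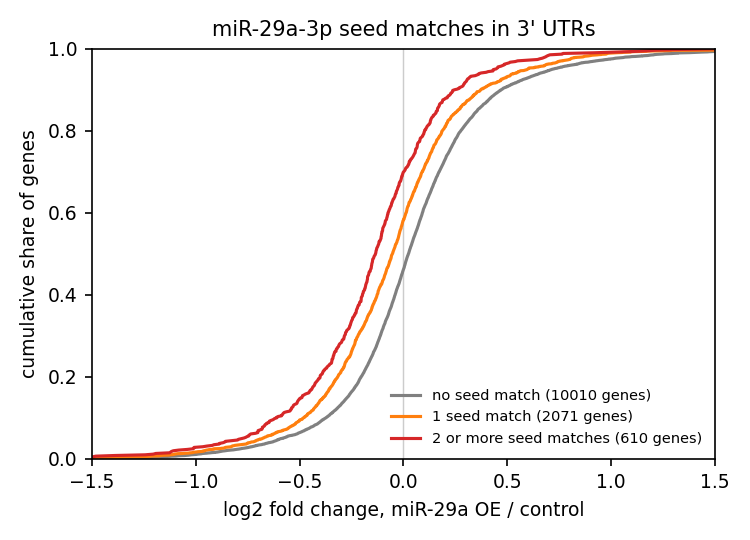
Cumulative share of genes (vertical axis) against the log2 fold change of miR-29a OE over control (horizontal axis), for genes with no miR-29a-3p seed match in the 3' UTR (grey, 10010 genes), with 1 match (orange, 2071 genes) and with 2 or more (red, 610 genes). The curves lie further to the left with more matches, with medians of 0.02, -0.05 and -0.13.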

Next, inputting the DEG IDs into the TargetScan database, we identified 20 putative direct miR-29a targets among the identified DEGs- 19 of which were downregulated and one was upregulated (Fig. 1c). 

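IGF1 (ENSG00000017427.15), the insulin-like growth factor 1 that fibroblasts secrete, fell from 4.91 ± 1.21 CPM in the controls to 1.603 ± 0.369 CPM with miR-29a OE (SD, n = 3 each), a log2 fold change of -1.59 (SE 0.27, adjusted p = 0.0113 from edgeR). COL5A3, a chain of the fibrillar collagen V, fell from 142 ± 20.0 to 50.3 ± 4.24 CPM, a log2 fold change of -1.50 (SE 0.13, adjusted p = 0.00107 from edgeR). CLDN1 (ENSG00000163347.5), a tight junction protein, had a log2 fold change of -1.50 (SE 0.24, adjusted p = 0.00947 from edgeR), and E2F7 (ENSG00000165891.15), a transcriptional repressor of the cell cycle, had -1.49 (SE 0.14, adjusted p = 0.00107 from edgeR). MYBL2 (ENSG00000101057.15), a transcription factor that drives mitotic genes, fell with a log2 fold change of -1.35 (SE 0.16, adjusted p = 0.00344 from edgeR). All coordinates are of hg38, and a match called 8mer pairs with positions 2 to 8 of miR-29a-3p and ends in an A. IGF1 lies on chromosome 12 from 102395867 to 102480645 and has 2 such 8mer matches in the 3' UTR, in its exon 4, at 102401599 to 102401606 (TTTTTAGTATAATGGTGCTATTTTGTAG with the bases around it) and at 102398836 to 102398843 (GCTATGCCAATGTGGTGCTATTGTTTCT). COL5A3 lies on chromosome 19 from 9959561 to 10010471, with an 8mer match in the 3' UTR in exon 67 at 9960019 to 9960026 (CTTCACACCTTTTGGTGCTACCCCTCCC). Matches to positions 2 to 8 without the final A lie there as well, at 9960353 to 9960359 and at 9959742 to 9959748. CLDN1 lies on chromosome 3 from 190305701 to 190322475, with an 8mer match in the 3' UTR in exon 4 at 190306632 to 190306639 (GGATTTGAGTCTTGGTGCTATCAATCAC). The same exon also holds a match to positions 2 to 7 followed by an A, at 190306161 to 190306167. E2F7 lies on chromosome 12 from 77021247 to 77065580, with a match to positions 2 to 7 followed by an A in the 3' UTR in exon 12 at 77021525 to 77021531 (TCCTTTTTGTAAGGTGCTATTTCTGTA). MYBL2 lies on chromosome 20 from 43667019 to 43716496, with an 8mer match in the 3' UTR in exon 13 at 43716280 to 43716287 (GTGGGCGGCTCCTGGTGCTAACAACAAA). Of the 20 marked targets that the paper lists, 15 passed edgeR's test whichever library was left out. With the limit on the fold change as well, 15, 17 and 18 of the 20 were called without Control 1, 2 and 3 in turn. Without OE1, OE2 and OE3 in turn, the numbers were 15, 13 and 16. The call of IGF1 was lost without Control 1 (adjusted p = 0.0735), OE1 (0.0592) or OE2 (0.051), that of CLDN1 without OE1 (0.0703) or OE2 (0.051), that of BCL7A without Control 1 (0.098), OE1 (0.107) or OE3 (0.0634), and that of DCLK3 without any library but Control 3 (0.055 to 0.0979), and ITGA6 also lost its call.

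**Figure D2:**
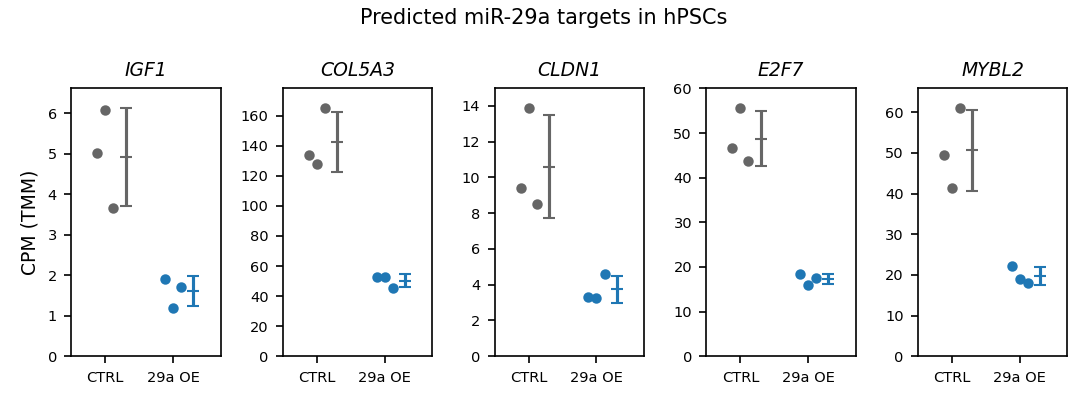
TMM-scaled CPM (vertical axes from 0, a scale per gene) of IGF1, COL5A3, CLDN1, E2F7 and MYBL2 in the scramble controls (CTRL, grey) and with miR-29a OE (29a OE, blue). Each point is 1 library and the bars give the mean ± SD of 3 libraries. Every library with miR-29a OE lies under every control for all 5 genes.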

Among the downregulated miR-29a targets, IGF-1 exhibited the highest fold change, followed by COL5A3, E2F7, CLDN1, and MYBL2. 

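DPYSL3, a protein of the dihydropyrimidinase family that binds the cytoskeleton, rose from 405 ± 49.8 CPM in the controls to 864 ± 19.7 CPM with miR-29a OE (SD, n = 3 each), a log2 fold change of 1.09 (SE 0.11, adjusted p = 0.00198 from edgeR). It lies on chromosome 5 of hg38 from 147390811 to 147510056 and carries a match to positions 2 to 8 of miR-29a-3p without the final A, in the 3' UTR in exon 14 at 147393217 to 147393223 (TCCCTGCCTCTTTGGTGCTCTTAAAAG with the bases around it). Without Control 3 its log2 fold change was 0.99 (adjusted p = 0.000155 from edgeR), under the limit of 1. HEYL went from 2.39 ± 0.753 to 4.94 ± 0.693 CPM (SD, n = 3 each), a log2 fold change of 1.10 (SE 0.25, adjusted p = 0.0404 from edgeR). The call of HEYL was lost without Control 1 (adjusted p = 0.213), Control 2 (0.0954), OE1 (0.187), OE2 (0.126) or OE3 (0.0661).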

DPYSL3 was the only upregulated target that met the screening criteria.

**Fig. 1:**
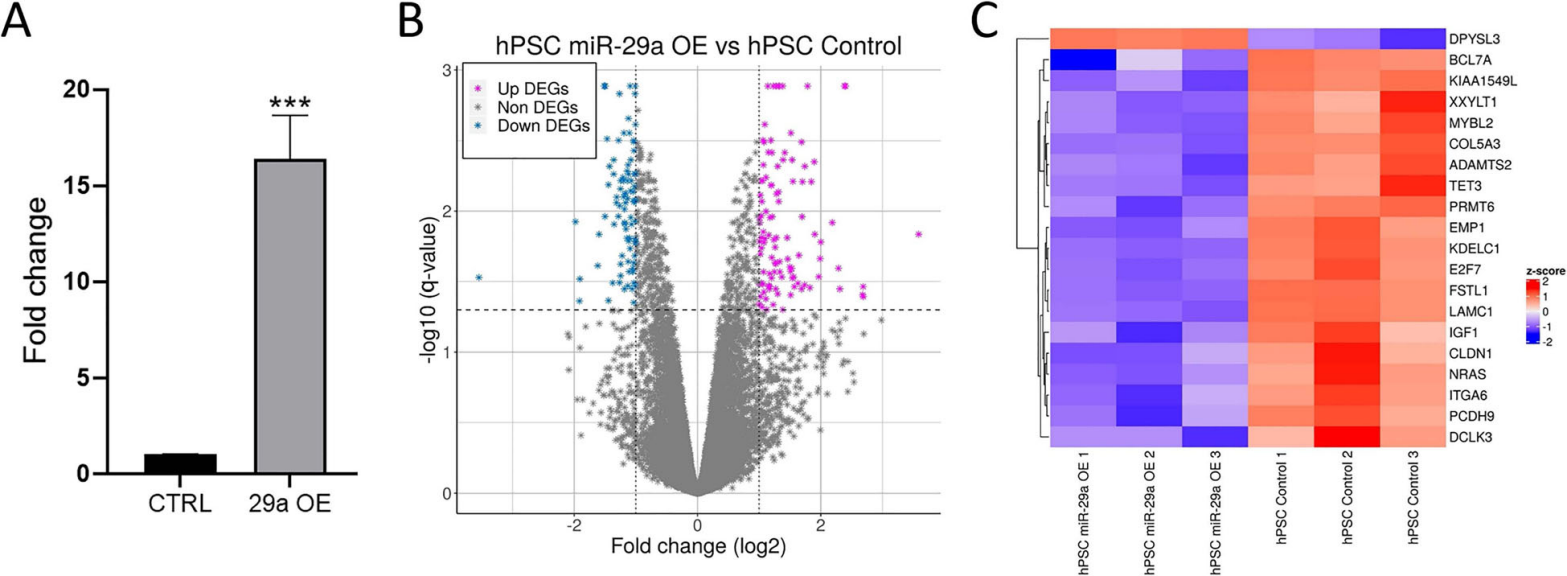
RNAseq analysis of miR-29a overexpressing hPSCs. **a** qPCR analysis for miR-29a expression in hPSCs transfected with miR-29a mimics (29a OE) as compared to hPSCs transfected with scramble control (CTRL). Numerical data are represented as average fold change (ΔΔCT) ± standard error of the mean (SEM); ***p < 0.001; *n* = 6. **b** Volcano plot of DEGs (log FC > 1 or < − 1, FDR < 0.05) in hPSC cells overexpressing miR-29a compared to controls. The horizontal axis represents log2 fold change between miR-29a overexpressing and control hPSCs. The negative log10 of the q-value is plotted on the vertical axis. Each point on the graph represents one gene. **c** A hierarchically clustered heatmap showing the expression patterns of the differentially expressed miR-29a direct target genes in the three replicates for each of miR-29a overexpressing (OE1, OE2 and OE3) and control (Control 1, Control 2, Control 3) mRNAs. Red and blue represent up- and downregulation respectively, and the color intensity represents the level of fold changes

**Table 1:** RNA-Seq read counts and mapping statistics. Ctrl (Control) and miR-29a OE (overexpressing) represent hPSCs transfected with Control and miR-29a mimics respectively. R1, R2 and R3 are the three experimental replicates

Sample ID	Total Reads	Mapped Reads	Mapped High Quality Reads	Read Mapping Ratio	Percentage mapped to gene
**hPSC Ctrl R1**	38,372,969	35,691,075	35,333,674	92.07%	90.27
**hPSC Ctrl R2**	25,288,719	22,628,590	22,389,149	88.53%	90.09
**hPSC Ctrl R3**	18,759,093	16,958,204	16,698,047	89.01%	92.21
**hPSC miR-29a-OE R1**	36,899,783	34,288,605	33,965,913	92.05%	90.89
**hPSC miR-29a-OE R2**	20,971,993	18,594,180	18,318,771	87.35%	91.59
**hPSC miR-29a-OE R3**	33,726,399	29,480,256	29,128,167	86.37%	90.30

### GO term enrichment and pathway analysis of downregulated genes

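Genes of the dividing cell fell together. MKI67, the Ki-67 protein of cycling cells, fell from 284 ± 6.02 CPM in the controls to 142 ± 12.0 CPM with miR-29a OE (SD, n = 3 each), a log2 fold change of -1.00 (SE 0.10, adjusted p = 0.00198 from edgeR), and CENPF, a kinetochore protein, had a log2 fold change of -1.03, the mitotic kinesin KIF20A -0.97 and the spindle protein CKAP2L -1.28. Of 59 genes of G2/M and mitosis, 48 fell, none rose and 11 did not pass edgeR's test (58 lower when adjusted over the list alone), with 17 beyond 2-fold and a median log2 fold change of -0.90 (adjusted p = 1.56e-43 from camera, adjusted p = 0.0356 with an estimated correlation). Of 51 genes of G1/S and DNA replication, such as the chromatin assembly factor CHAF1A (-1.02), 27 fell, none rose and 24 did not pass (41 lower when adjusted over the list alone, 9 with glmTreat), with a median of -0.705 (adjusted p = 2.9e-27 from camera, adjusted p = 0.0054 with an estimated correlation). Both lists hold genes of the paper's Tables 2 and 3, which the study chose on these libraries, so their tests are not wholly independent evidence. Their adjusted p-values from camera were also computed together with the paper's own 3 lists, which makes passing easier. The G2/M call with an estimated correlation may not hold without those. The numbers of G2/M genes that fell were 19, 44, 57, 15, 32 and 30 without Control 1, 2 and 3 and OE1, OE2 and OE3 in turn, and those of G1/S genes 3, 24, 35, 1, 7 and 7. Of 29 matrix proteases and their inhibitors, 7 fell, 1 rose and 21 did not pass (11 lower and 4 higher when adjusted over the list alone), and the list's median was -0.32 (-0.213 without Control 2, -0.188 without OE2 and -0.136 over genes with a mean of at least 1 CPM, adjusted p = 0.00199 from camera, adjusted p = 0.234 with an estimated correlation). Besides PLAU, the metalloproteases ADAMTS12 (-1.01, SE 0.10), ADAM12 (-0.97, SE 0.10) and MMP14 (-0.70, SE 0.10) fell, and the single gene that rose was SERPINE2, an inhibitor of plasminogen activators, named after its value was seen. Of 29 genes of inflammatory cytokines and NF-kB signalling, 6 rose, 2 fell and 21 did not pass (7 higher and 3 lower when adjusted over the list alone), with a median of 0.24 (adjusted p = 0.00201 from camera, adjusted p = 0.373 with an estimated correlation). The risers included CXCL5, C3 and the interleukin 1 receptor IL1R1 (1.14, SE 0.10), while the cytokine IL1B fell from 12.8 ± 2.12 to 5.28 ± 0.898 CPM (SD, n = 3 each), a log2 fold change of -1.25 (SE 0.20, adjusted p = 0.00854 from edgeR), as did the pattern recognition protein PTX3, named after its value was seen. Genes of the list of proteases and inhibitors that fell numbered 4, 8, 9, 4, 4 and 6 and those that rose 0, 1, 2, 0, 0 and 1 with the libraries left out in the same order, and for the inflammatory genes these numbers were 1, 2, 4, 1, 1 and 2 that fell and 4, 6, 6, 5, 5 and 5 that rose.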

GO analysis of the DEGs with an FDR < 0.05 revealed that the downregulated (target and non-target) genes were significantly enriched in several PDAC relevant biological processes such as regulation of mitosis and cell cycle, cell migration and motility, cellular adhesion, cell proliferation, extracellular matrix organization and cytokine signaling (Table 2). Among the 19 miR-29a predicted downregulated target genes, IGF-1, CLDN1 and ITGA6 were enriched in regulation of cell motility/migration (Table 2). 

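IGF1, a chemoattractant for many cells, stood at 5.01, 6.08 and 3.66 CPM in Control 1, 2 and 3 and at 1.91, 1.19 and 1.71 CPM in OE1, OE2 and OE3. CLDN1, which seals contacts between neighbouring cells, stood at 9.41, 13.9 and 8.51 CPM in the controls and at 3.32, 3.28 and 4.61 CPM with miR-29a OE. ITGA6 (ENSG00000091409.14), the integrin chain with which cells hold on to laminin, stood at 10.5, 13.4 and 10.4 CPM in the controls and at 4.97, 4.12 and 5.98 CPM with miR-29a OE, a log2 fold change of -1.17 (SE 0.19, adjusted p = 0.0104 from edgeR). For all 3 genes the groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). F2RL1, a receptor that proteases activate and one of the paper's Table 2 genes, fell from 44.8 ± 0.464 to 18.6 ± 1.47 CPM (SD, n = 3 each), a log2 fold change of -1.27 (SE 0.12, adjusted p = 0.00118 from edgeR). Of 14 tight junction genes, CLDN1 fell, none rose and 13 did not pass (the same 1 when adjusted over the list alone), with a median log2 fold change of -0.05 (adjusted p = 0.6 from camera, adjusted p = 0.0306 from the rotation test fry), and none fell without OE1 or OE2. The call of ITGA6 was lost without Control 1 (adjusted p = 0.0531), OE1 (0.0768) or OE2 (0.051). Those of IGF1 and CLDN1 were also lost without some single libraries. With each library left out in turn, the log2 fold change ran from -1.745 to -1.430 for IGF1, from -1.683 to -1.260 for CLDN1 and from -1.312 to -1.040 for ITGA6.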

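Several collagen chains and the laminin chain LAMC1 fell, while most enzymes that process collagen did not pass the test. LAMC1, the gamma 1 chain of most laminins, fell from 1250 ± 53.5 CPM in the controls to 586 ± 37.4 CPM with miR-29a OE (SD, n = 3 each), a log2 fold change of -1.09 (SE 0.10, adjusted p = 0.00107 from edgeR). ADAMTS2, which removes the amino-propeptide of procollagens, fell from 143 ± 21.7 to 65.9 ± 8.54 CPM (SD, n = 3 each), a log2 fold change of -1.12 (SE 0.15, adjusted p = 0.00455 from edgeR). Of 10 fibrillar collagen genes, 5 fell, none rose and 5 did not pass (6 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.59 (adjusted p = 0.000397 from camera, adjusted p = 0.243 with an estimated correlation). With quantile normalization the median was -0.355 and COL1A1 did not pass. The genes that fell were COL5A3, COL5A2 (-0.79, SE 0.11, adjusted p = 0.00515 from edgeR), COL3A1 (-0.77, SE 0.12, adjusted p = 0.00979), COL1A1 (-0.92, SE 0.20, adjusted p = 0.0325) and COL5A1 (named after its value was seen), which are chains of collagens V, III and I. Of 21 basement membrane genes, 5 fell (among them LAMC1, NID1, COL4A1 and COL15A1), none rose and 16 did not pass (the same number when adjusted over the list alone), with a median of -0.12 (adjusted p = 0.117 from camera, and 0.0426, 0.0497 and 0.0348 without Control 2, OE1 and OE2). The basement membrane median was -0.0454, -0.0476 and -0.0718 without Control 1, Control 3 and OE2, -0.0634 after thinning, and 0.00425, with its sign turned, without OE3. Of 29 genes of collagen processing, ADAMTS2 and the crosslinking enzyme LOXL2 (-0.74, SE 0.15, adjusted p = 0.022 from edgeR) fell, none rose and 27 did not pass (2 lower when adjusted over the list alone), and the median (0.13) and the mean (-0.03) of the list differed in sign (adjusted p = 0.905 from camera, lower). Of 13 other interstitial collagens, COL14A1 and COL16A1 rose, COL13A1 fell and 10 did not pass (2 higher and 5 lower when adjusted over the list alone, 2 higher and 3 lower with DESeq2), with a median of -0.21 (adjusted p = 0.355 from camera). The numbers that fell were 2, 5, 5, 3, 2 and 3 fibrillar collagens, 4, 4, 5, 4, 2 and 4 basement membrane genes, 1, 4, 2, 1, 1 and 1 processing genes and 0, 2, 3, 0, 0 and 0 other collagens without Control 1, 2 and 3 and OE1, OE2 and OE3 in turn, and those that rose were 0, 1, 0, 0, 0 and 0 fibrillar collagens, 0, 0, 3, 0, 0 and 0 basement membrane genes, 0, 1, 3, 0, 0 and 0 processing genes and 0, 2, 2, 0, 0 and 0 other collagens. Single calls were lost for COL1A1 without Control 1 (adjusted p = 0.127), OE1 (0.094), OE2 (0.101) or OE3 (0.0849), for LOXL2 without the same libraries (0.094, 0.0865, 0.0844 and 0.0803), for COL3A1 without Control 1 (0.0656) or OE2 (0.0654) and for COL4A1 and COL15A1 without OE2 (0.0538 and 0.0525).

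**Figure D3:**
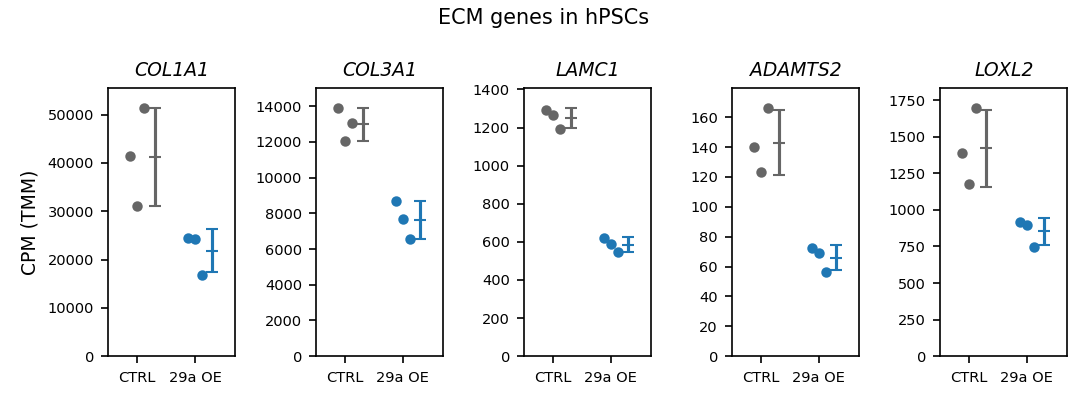
TMM-scaled CPM (vertical axes from 0, a scale per gene) of the collagen chains COL1A1 and COL3A1, the laminin chain LAMC1, the procollagen peptidase ADAMTS2 and the crosslinking enzyme LOXL2 in the scramble controls (CTRL, grey) and with miR-29a OE (29a OE, blue). Each point is 1 library and the bars give the mean ± SD of 3 libraries, with every library of miR-29a OE under every control.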

COL5A3, ADAMTS2, ITGA6, LAMC1 and IGF-1 associated with mechanisms of ECM remodeling. 

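E2F7, which represses E2F target genes, stood at 46.7, 55.6 and 43.8 CPM in Control 1, 2 and 3 and at 18.3, 16.0 and 17.5 CPM in OE1, OE2 and OE3. MYBL2, which binds the promoters of mitotic genes, stood at 49.6, 41.3 and 61.1 CPM in the controls and at 22.1, 19.0 and 18.01 CPM with miR-29a OE. BCL2, which holds back apoptosis at the mitochondrion, fell from 1.80 ± 0.213 to 0.466 ± 0.213 CPM (SD, n = 3 each), a log2 fold change of -1.91 (SE 0.36, adjusted p = 0.0187 from edgeR), and MCL1, another antiapoptotic member of the family, had a log2 fold change of -0.61 (SE 0.12, adjusted p = 0.0195 from edgeR). The proapoptotic member PMAIP1 fell as well, with a log2 fold change of -0.86 (SE 0.18, adjusted p = 0.0293 from edgeR). Of 13 members of the BCL2 family, these 3 fell, none rose and 10 did not pass (4 lower and 1 higher when adjusted over the list alone), and the median log2 fold change (0.06) differed in sign from the mean (-0.19) and from the direction of the test (adjusted p = 0.403 from camera, lower). The numbers that fell were 0, 3, 3, 0, 0 and 1 without Control 1, 2 and 3 and OE1, OE2 and OE3 in turn, and without Control 3 there were 2 that rose. The adjusted p of BCL2 was 0.115 without Control 1, 0.127 without OE1 and 0.0619 without OE2, and MCL1 and PMAIP1 lost their calls without Control 1 (0.0895 and 0.0648), OE1 (0.123 and 0.133), OE2 (0.101 and 0.0775) or OE3 (0.0548 and 0.111), PMAIP1 also without Control 2 (0.0527).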

While ITGA6 and IGF-1 are negative regulators of apoptosis, E2F7 and MYBL2 contribute to the regulation of cell cycle (Tables 2 and 3). In addition, the pathways enriched for miR-29a overexpressing PSCs included IGF-1 signaling, Tp53 signaling, collagen pathway, integrin-laminin interactions, RAS/MAPK signaling and cytokine signaling as depicted in Table 3. Thus, the GO and pathway enrichment analyses indicate that miR-29a modulates effectors of signaling pathways associated with crucial mechanisms of ECM remodeling and tumor-stromal crosstalk, suggesting a potential role of the molecule in PSC-mediated regulation of PDAC tumor microenvironment (TME).

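Members of the IGF axis and integrins went both ways. Among p53 targets, SPATA18, which clears damaged mitochondria, rose with a log2 fold change of 0.96 (SE 0.13, adjusted p = 0.00542 from edgeR), and TNFRSF10C, a decoy receptor for the death ligand TRAIL, with 1.62 (SE 0.32, adjusted p = 0.0223 from edgeR). Of 28 p53 targets, these 2 rose, none fell and 26 did not pass (11 higher and 1 lower when adjusted over the list alone), with a median of 0.24 (adjusted p = 0.00104 from camera, adjusted p = 0.0881 with an estimated correlation). The number of p53 targets that rose was 5 with DESeq2 (1 fell), 6 with edgeR's exact test and 1 with glmTreat, and, with settings chosen after the data were seen, 12 after a correction for GC content (1 fell) and 8 with a term for the shallow libraries. Of 20 genes of the IGF axis, the binding proteins IGFBP3 and IGFBP4 and the protease PAPPA rose, IGF1, FSTL1, PAPPA2 and STC2, an inhibitor of PAPPA named after its value was seen, fell, and 13 did not pass (4 higher and 5 lower when adjusted over the list alone), with a median of -0.03 (adjusted p = 0.6 from camera). Of 18 integrins, ITGA7, a laminin receptor of muscle, rose (1.44, SE 0.27, adjusted p = 0.0166 from edgeR), the collagen and laminin receptors ITGA2 (-1.10, SE 0.12, adjusted p = 0.0023) and ITGA6 fell, and 15 did not pass (3 higher and 3 lower when adjusted over the list alone, 3 higher and 2 lower with DESeq2), with a median of 0.11 (adjusted p = 0.498 from camera). Of 21 members of RAS/MAPK signalling, NRAS fell, the adaptor SHC1 rose and 19 did not pass (1 lower and 2 higher when adjusted over the list alone), with a median of 0.02 (adjusted p = 0.68 from camera). After the correction for GC content the RAS/MAPK median was -0.022, with its sign turned. Of 21 genes that ERK signalling switches on, 7 fell, none rose and 14 did not pass (10 lower when adjusted over the list alone), among them the AP-1 subunit FOSL1 (-0.87, adjusted p = 0.00759 from edgeR) and the ERK phosphatase DUSP6 (-0.85, adjusted p = 0.0108), with a median of -0.22 (adjusted p = 0.000397 from camera, adjusted p = 0.319 with an estimated correlation). All 34 genes of the paper's Table 2 and all 34 of its Table 3 fell (also adjusted over the list alone), with medians of -1.17 and -1.09 (adjusted p = 2.51e-37 and 1.1e-36 from camera), which is not independent evidence, since the study chose them on these samples, and 21, 34, 34, 19, 24 and 29 genes of Table 2 and 18, 32, 34, 17, 24 and 28 of Table 3 fell with the libraries left out in the order Control 1, 2 and 3 and OE1, OE2 and OE3. In the same order, the numbers that rose were 0, 6, 5, 1, 1 and 1 for p53, 1, 3, 3, 1, 1 and 2 for the IGF axis, 0, 3, 2, 0, 0 and 1 for integrins and 0, 0, 2, 0, 0 and 0 for RAS/MAPK, and the numbers that fell were 2, 4, 5, 2, 2 and 4 for the IGF axis, 1, 3, 2, 1, 1 and 2 for integrins and 1, 7, 9, 0, 3 and 1 for the ERK genes. SPATA18 lost its call without Control 1 (adjusted p = 0.0509), TNFRSF10C without Control 1 (0.102), OE1 (0.0585), OE2 (0.0795) or OE3 (0.0738), ITGA7 without Control 1 (0.0641), OE1 (0.0883) or OE2 (0.0657), FOSL1 without Control 1 (0.0509) or OE1 (0.0529), DUSP6 without Control 1 (0.0575), OE1 (0.0885) or OE3 (0.0545), and PAPPA without Control 1 (0.0784), OE1 (0.094), OE2 (0.0522) or OE3 (0.0525).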

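Further pathways between stroma and tumor were looked at in the same libraries. HHIP, which binds hedgehog ligands and blocks them, fell from 177 to 96.7 CPM (n = 3 each), a log2 fold change of -0.87 (SE 0.11, adjusted p = 0.00465 from edgeR), and was the single gene of 12 in the hedgehog pathway to change (1 lower when adjusted over the list alone). The median log2 fold change of this list was -0.06 (adjusted p = 0.498 from camera, and 0.0426 without Control 2). TGFBI, a matrix protein induced by TGF-beta, had a log2 fold change of 0.47 (adjusted p = 0.0363 from edgeR), LTBP1, which stores latent TGF-beta in the matrix, 0.43 (adjusted p = 0.039) and the receptor TGFBR2 -0.50 (adjusted p = 0.0238). Of 22 genes of the TGF-beta response, these 2 rose, 1 fell and 19 did not pass (2 higher and 2 lower when adjusted over the list alone), with a median of -0.06 (adjusted p = 0.68 from camera). Without Control 1, OE1, OE2 or OE3 none of the 22 passed (adjusted p of 0.109, 0.203, 0.168 and 0.0814 for TGFBI, 0.094, 0.219, 0.119 and 0.132 for LTBP1 and 0.0955, 0.131, 0.108 and 0.101 for TGFBR2), without Control 2 there was 1 that fell (TGFBI 0.0657, LTBP1 0.0605), and without Control 3 there were 3 that rose and 2 that fell. From the terms and pathways in which the genes that fell were enriched, the paper reasons that miR-29a acts on effectors of signaling tied to ECM remodeling and to the exchange between tumor and stroma, and it proposes a part for miR-29a in the way PSCs shape the tumor microenvironment.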

**Table 2:** Most relevant biological processes associated with downregulated genes in miR-29a overexpressing hPSCs

Biological Process	Gene Name	Ratio	***p*** value
Positive regulation of cell proliferation	IGF1^a^; KIF14; IL1B; ESM 1; BCL2; KIF20B	6/490	0.024382
Cell division	CENPF; SPDL1; KIF14; SKA3; KIFC1; NEK2; SKA1; KIF18B; CENPE; CDCA5; KIF20B	11/346	4.69E-07
Regulation of G2/M transition of mitotic cell cycle	CENPF; KIF14; PLK4; NEK2; PLK1	5/80	3.2E-05
Negative regulator of extrinsic apoptotic pathway	ITGA6^a^; IGF1^a^	2/35	0.011085
Cell adhesion	LAMC1^a^; PCDH9^a^; PODXL; ITGA2; PCDH1; AJAP1	6/454	0.017486
Cell matrix adhesion	COL5A3^a^; ITGA6^a^; ADAMTS12; ITGA2	4/95	0.000932
Focal adhesion assembly	ITGA2; BCL2	2/27	0.006695
Positive regulation of fibroblast proliferation	IGF1^a^; E2F1	2/49	0.021029
Collagen fibril organization	COL5A3^a^; ADAMTS2^a^	2/46	0.018671
Extracellular matrix organization	COL5A3^a^; LAMC1^a^; ITGA6^a^; ITGA2; ABI3BP; PTX3	6/229	0.000624
Cell junction organization	ITGA6^a^;CLDN1^a^; LAMC1^a^; ITGA2	4/37	0.002963
Positive regulation of cell migration	CLDN1^a^; ITGA6^a^; IGF1^a^; PLAU; F2RL1; PODXL; LRRC15; IL1B	8/224	8.23E-06
Positive regulation of inflammatory response	ITGA2; IL1B	2/75	0.046007
Positive regulation of IL-6 secretion	F2RL1; IL1B	2/33	0.009895

^a^ miR-29a direct targets

**Table 3:** Pathways enriched for downregulated genes in miR-29a overexpressing hPSCs

Pathway name	Genes	***P*** value
Cell cycle	GINS1; PLK4; TOP2A; GINS2; BLM; CDCA5; PLK1; HJURP; CASC5; ESCO2; CENPA; AURKB; SKA1; CENPE; CENPF; EXO1; E2F1; E2F7^a^; NEK2; MYBL2^a^; SPDL1	*R* = 683; G = 21, *p* value = 2.07E-10
Tp53 pathway	BLM; EXO1; FANCD2; E2F1; SPDL1; E2F7^a^; AURKB	*R* = 259; G = 7; *p* value = 0.02074
Signaling by Ras mutants	NRAS^a^; IQGAP3	*R* = 54; G = 2; *p* value=6.41E-04
IGF pathway	NRAS^a^; LAMC1^a^; IGF1^a^; FSTL1^a^; PAPPA2	*R* = 127; G = 5; *p* value=0.032048
Laminin interactions	ITGA2; ITGA6^a^; LAMC1^a^	*R* = 31; G = 3; *p* value=0.003216579
Collagen binding	RC15; COL5A3^a^; ABI3BP; ITGA2; LRRC15	*R* = 53; G = 5; *p* value=0.00125
Collagen biosynthesis and metabolic pathway	COL5A3^a^; ADAMTS2^a;^ ITGA2	*R* = 84; G = 3; *p* value=0.04578

R = the number of reference genes in the category; G = number of genes in the gene set for each category; ^a^ miR-29a direct targets

### Validation analysis using qPCR and Western blots

Among the identified DEGs from the RNAseq, we selected all 19 down- and one upregulated miR-29a targets along with a subset of 24 additional DEGs to validate the RNAseq results using qRT-PCR. 

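The log2 fold changes from RNAseq and the paper's qRT-PCR values in Table 4 had the same sign for 43 of 44 genes. Across these genes Pearson's r was 0.925 and Spearman's rho 0.757 (permutation tests, two-sided, p = 1e-05 for each, the smallest that 100000 permutations can give). The genes are not independent replicates, and the study chose them on these libraries. Without the 20 predicted targets, r was 0.921 and rho 0.906 over 24 genes, of which 23 had the same sign. Within the 30 genes that fell in RNAseq r was 0.337 (permutation test, p = 0.0569), and within the 14 that rose it was 0.77 (permutation test, p = 0.00193), a division made after the values were seen. The gene whose sign differed was HIST1H1C, a linker histone, which rose in RNAseq from 2.57 to 5.66 CPM (n = 3 each), a log2 fold change of 1.11 (SE 0.26, adjusted p = 0.0426 from edgeR), where the paper's reported qRT-PCR value is -1.18. Its call in RNAseq was lost without Control 1 (adjusted p = 0.0965), Control 2 (0.0973), OE1 (0.202) or OE3 (0.136).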

The expressions of 43 of the 44 tested genes well matched between the RNAseq and qPCR analyses (Table 4, Fig. 2a). Based on pathway analyses and available literature, IGF-1, COL5A3, CLDN1, E2F7, MYBL2, ITGA6 and ADAMTS2 were the most prominent miR-29a targets involved with one or more essential signaling mechanisms associated with TME regulation (Tables 2 and 3). Therefore, we next sought to find if miR-29a had a translational impact on these genes in PSCs. Our western blot analysis showed that protein levels of each of the seven selected targets were significantly diminished in miR-29a overexpressing PSCs (Fig. 2b). The most robust depletion was observed for ITGA6, followed by ADAMTS2 and IGF-1 respectively. All these three significantly downregulated target genes associate with ECM remodeling or fibrotic mechanisms. ITGA6 is a member of the integrin family that are heterodimer cell surface receptors comprising of α and β chains [26]. Alpha 6 containing integrins (α6/β4 and α6/β6) are the primary receptors for laminins, including laminin1 (LAMC1), a major ECM component [26]. Further, ECM in interaction with cellular integrins forms a scaffold, and plays essential role in cell proliferation, migration/invasion and survival [26]. ADAMTS2, belonging to the ADAM metallopeptidase with thrombospondin type 1 motif (ADAMTS) family, is responsible for processing of collagen type I, II, III and V precursors (pro-collagens) into mature collagen by excision of amino-propeptide, which is essential for generation of collagen monomers and assembly of mature collagen fibrils [27, 28]. Inhibition of ADAMTS2 has been shown to reduce stromal deposition and modulate TGF-β1 signaling [27, 29]. IGF-1 plays an essential role in fibrotic processes in different organs including pancreas, liver and lung [30–32]. Recent reports demonstrate the association of IGF-1 in PSCs to promote stromal accumulation and basal growth rate in PDAC [33], as well as miR-29a-mediated regulation of the gene [34]. Interestingly, each of the seven tested targets have been shown to exhibit pro-tumorigenic effects. Together, the observations suggest an anti-fibrotic and tumor suppressive function of miR-29a in PSC mediated PDAC pathogenesis.

**Table 4:** qPCR validation of differentially expressed genes

Gene Symbol	RNAseq			qRT-PCR
	logFC	*p* value	FDR	logFC
**Downregulated**				
IGF1^a^	−1.59	0.00	0.01	−1.48
COL5A3^a^	−1.50	8.80E-07	0.00	−1.32
CLDN1^a^	−1.49	0.00	0.01	−1.89
E2F7^a^	−1.49	1.21E-06	0.00	−2.12
MYBL2^a^	−1.35	1.42E-05	0.00	−1.92
TET3^a^	−1.24	3.92E-05	0.00	−1.13
PCDH9^a^	−1.2	3.02E-05	0.00	−1.18
EMP1^a^	−1.19	4.09E-06	0.00	− 2.18
ITGA6^a^	−1.18	0.00	0.012	−2.01
XXYLT1^a^	−1.13	7.18E-05	0.00	−1.08
BCL7A^a^	−1.12	0.00	0.02	−1.80
ADAMTS2^a^	−1.11	2.52E-05	0.00	−1.08
DCLK3^a^	−1.10	0.00	0.02	−1.32
LAMC1^a^	−1.09	9.16E-07	0.00	−1.32
KIAA1549L^a^	−1.07	1.43E-05	0.00	−1.12
PRMT6^a^	−1.07	3.82E-05	0.00	−1.19
KDELC1^a^	−1.03	6.87E-06	0.00	−1.83
NRAS^a^	−1.01	2.61E-05	0.00	−1.15
FSTL1^a^	−1.0	1.16E-06	0.00	−2.3
PPP1R14C	−3.54	0.00	0.02	−2.58
ESM 1	−1.97	0.00	0.01	−1.41
BCL2	−1.90	0.00	0.03	−1.30
PLAU	−1.51	4.93E-07	0.00	−2.17
IL1B	−1.26	9.42E-05	0.00	−2.88
EXO1	−1.22	0.00	0.02	−1.62
ITGA2	−1.10	4.23E-06	0.00	−2.17
IQGAP3	−1.09	0.00	0.01	−1.20
BLM	−1.06	0.00	0.01	−1.04
E2F1	−1.03	0.00	0.02	−1.20
AURKB	−1.02	5.01E-05	0.00	−1.92
**Upregulated**				
DPYSL3^a^	1.09	3.21E-06	0.00	1.01
PYGM	3.58	0.00	0.01	3.64
CXCL5	2.40	5.34E-07	0.00	1.98
NEFL	1.98	0.00	0.02	1.26
GNAO1	1.82	0.00	0.03	1.44
TNFRSF10C	1.62	0.00	0.03	1.20
HLA-DMA	1.51	0.00	0.03	2.06
ITGA7	1.46	0.00	0.02	1.65
FBXO32	1.41	1.06E-05	0.00	1.31
PIK3AP1	1.31	8.41E-05	0.00	1.53
HERC6	1.15	0.00	0.03	1.04
*HIST1H1C*	*1.12*	*0.00*	*0.04*	*−1.18*
IGFBP3	1.06	5.82E-06	0.00	0.89
HIST2H2BE	1.03	0.00	0.018	0.65

^a^miR-29a direct targets

**Fig. 2:**
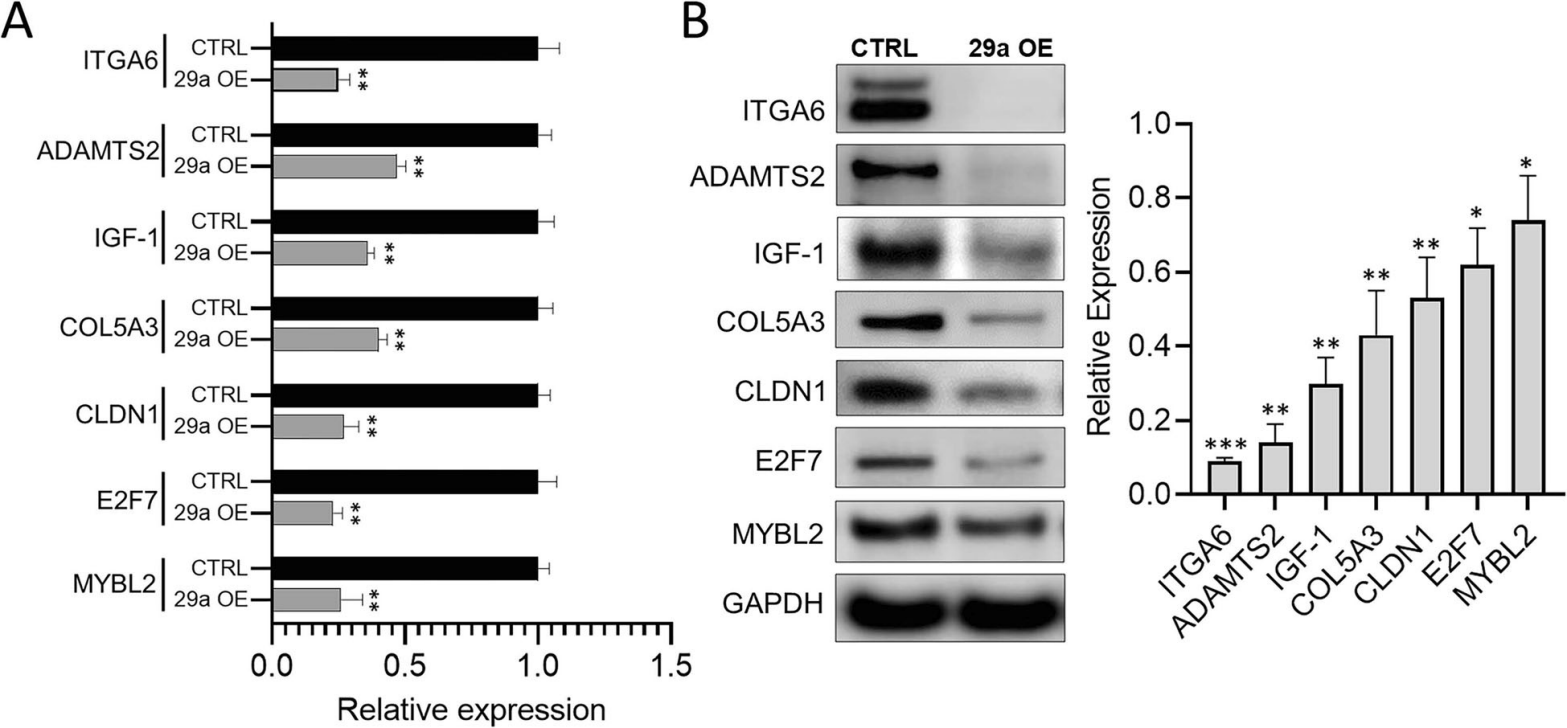
Validation of miR-29a direct target. **a** Relative fold changes estimated by qPCR analysis for the top miR-29a candidate target genes of ITGA6, ADAMTS2, IGF-1, COL5A3, CLDN1, E2F7 and MYBL2 in hPSCs transfected with miR-29a mimics (29a OE) compared with cells transfected with scramble control (CTRL). Numerical data are represented as average fold change (ΔΔCT) ± standard error of the mean (SEM); **p < 0.01; *n* = 3. **b** Total protein harvested from the hPSCs transfected with scramble control (CTRL) or miR-29a mimics (29a OE) 48 h post-transfection were subjected to western blot analysis for miR-29a candidate targets of ITGA6, ADAMTS2, IGF-1, COL5A3, CLDN1, E2F7 and MYBL2. GAPDH was used as the loading control. Quantification of band intensities normalized to GAPDH. Quantification of band intensities normalized to GAPDH and relative to respective controls are represented as ± SEM; *n* = 3, *p < 0.05, **p < 0.01, ***p< 0.001 (right). Uncropped blots are shown in Additional file 3: Fig. S1

### Network interactions of the downregulated miR-29a targets

To determine if the identified downregulated miR-29a direct target genes formed a network of interactions, we next analyzed the genes utilizing the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database. We included a few additional nodes to construct the network. We observed three distinct networks in the interactome, which consisted of insulin/IGF, RAS/MAPK and laminin signaling pathways (Fig. 3).

**Fig. 3:**
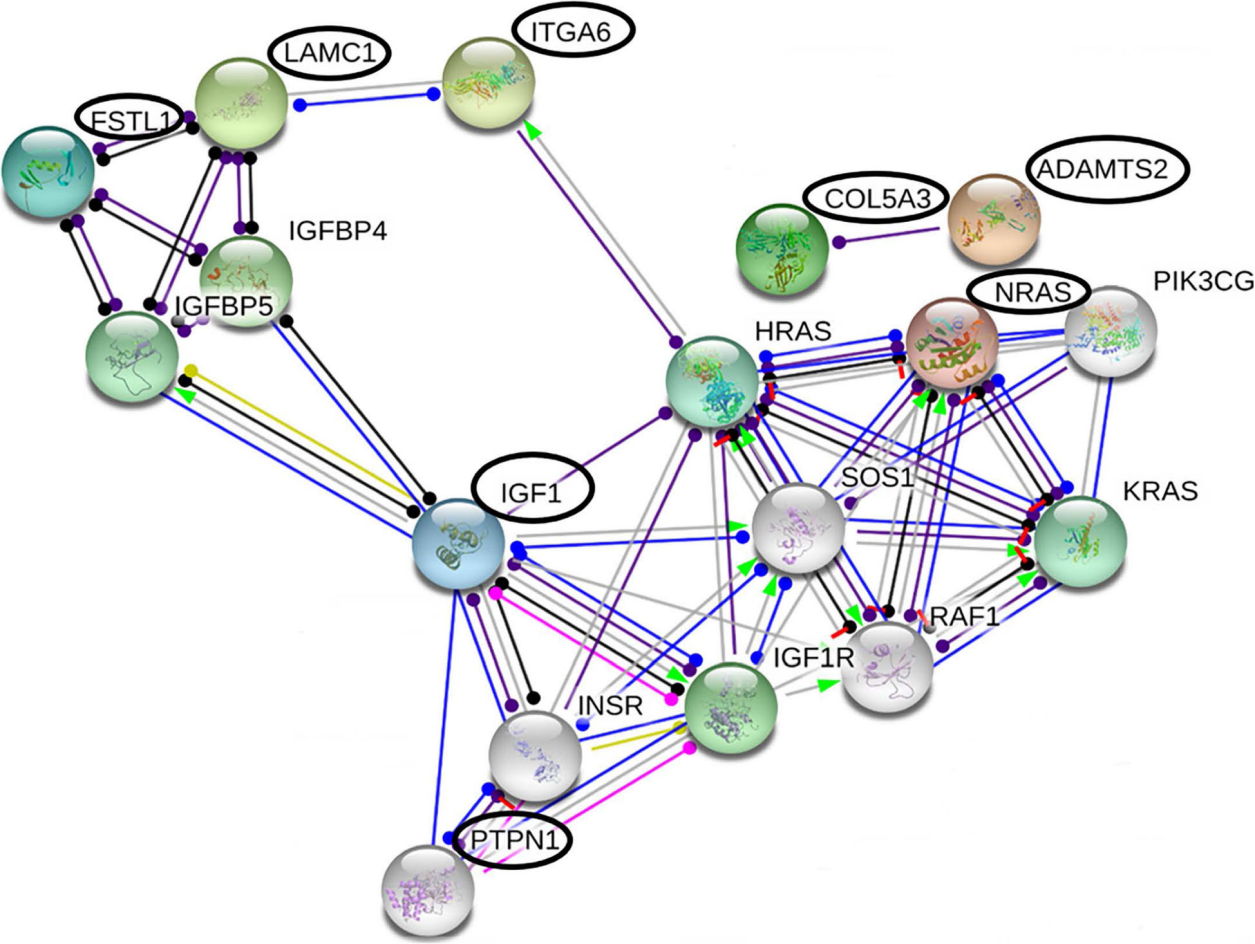
Network analysis for miR-29a predicted targets. Network interaction of miR-29a targets identified by RNAseq was constructed using the STRING database. The genes highlighted in black circles are the predicted miR-29a targets

IGF-1, belonging to the IGF family members, is one of the key regulators of the insulin/IGF pathway. 

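The receptors of the insulin/IGF pathway did not pass the test, and proteins that hold or release IGF moved in both directions. IGF1R, the receptor for IGF-1, stood at 238 ± 23.7 CPM in the controls and 289 ± 12.2 CPM with miR-29a OE (SD, n = 3 each), a log2 fold change of 0.28 (SE 0.11, adjusted p = 0.186 from edgeR). INSR, the insulin receptor, had a log2 fold change of -0.10 (SE 0.13, adjusted p = 0.772 from edgeR), and IGFBP5, an abundant IGF binding protein at 3235 ± 126 and 3368 ± 115 CPM (SD, n = 3 each), had 0.06 (SE 0.09, adjusted p = 0.811 from edgeR). IGFBP4, which keeps IGF from its receptor, rose from 270 ± 50.1 to 454 ± 54.0 CPM (SD, n = 3 each), a log2 fold change of 0.75 (SE 0.15, adjusted p = 0.0214 from edgeR). IGFBP3, the main carrier of IGF in blood, rose from 383 ± 40.1 to 800 ± 72.0 CPM (SD, n = 3 each), a log2 fold change of 1.06 (SE 0.12, adjusted p = 0.00248 from edgeR). FSTL1, a secreted glycoprotein of the follistatin family, fell from 2622 ± 110 to 1303 ± 55.2 CPM (SD, n = 3 each), a log2 fold change of -1.01 (SE 0.09, adjusted p = 0.00116 from edgeR), and PAPPA2, which frees IGF from its binding proteins, fell from 26.5 ± 4.10 to 9.63 ± 0.904 CPM. The call of IGFBP4 was lost without Control 1 (adjusted p = 0.121), OE1 (0.0979) or OE2 (0.101), and that of IGF1 was also lost without some single libraries.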

IGF-1 is a direct downregulated miR-29a target in our dataset, which interacts with other effectors of the pathway including IGF-1R, INSR, IGFBP4 IGFBP5 and FSTL1 (Fig. 3). Interestingly, one of the oncogenes PTPN1 in the pathway is also a predicted direct miR-29a target, however, our RNAseq data did not show differential expression for this gene with miR-29a overexpression, which could be an effect specific to the PSCs. Nonetheless, the insulin/IGF signaling is a key driver in tumor-stromal interactions, metastasis and PDAC progression [33]. 

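PTPN1, a phosphatase that removes phosphate from the insulin receptor, stood at 60.4 ± 4.60 CPM in the controls and 63.3 ± 2.64 CPM with miR-29a OE (SD, n = 3 each), a log2 fold change of 0.06 (SE 0.11, adjusted p = 0.829 from edgeR). On chromosome 20 of hg38, its 3' UTR in exon 10 holds a match to positions 2 to 8 of miR-29a-3p without the final A, from 50584068 to 50584074 (TGTGGGGCCTGATGGTGCTCACGACTC with the bases around it).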

IGF-1 secreted by activated PSCs and fibroblasts in PDAC stroma via IGF-1 receptor (IGF-1R) promote cancer cell migration, invasion and metastasis [33, 35]. In fact, the RAS/MAPK pathway identified in our study consisted of interactions of IGF-1 and IGF-1R with other genes in the pathway including NRAS, HRAS, KRAS, SOS1 and RAF1. It is well documented that the MAPK signaling cascade bridges the crosstalk between ECM-mediated extracellular signaling through growth factors and their receptors such as IGF-1/IGF-1R, and subsequent intracellular response to allow cancer cell proliferation and migration [36]. 

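HRAS and SOS1 did not pass the test at the RNA level, and the adaptor SHC1 rose. HRAS, a RAS GTPase, stood at 28.9 ± 6.20 CPM in the controls and 23.4 ± 2.38 CPM with miR-29a OE (SD, n = 3 each), a log2 fold change of -0.30 (SE 0.17, adjusted p = 0.394 from edgeR). SOS1, which loads RAS with GTP, had a log2 fold change of -0.10 (SE 0.14, adjusted p = 0.772 from edgeR). SHC1, an adaptor between receptors and RAS, rose from 310 ± 17.8 to 408 ± 7.44 CPM (SD, n = 3 each), a log2 fold change of 0.40 (SE 0.09, adjusted p = 0.0459 from edgeR). This call was lost without Control 1 (adjusted p = 0.129), Control 2 (0.065), OE1 (0.254), OE2 (0.146) or OE3 (0.144).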

IGF-1 bound activated IGF-1R phosphorylates insulin receptor substrates (such as IRS1, IRS2 and Shc). The Src homology 2 (SH2) domains of these substrates are recognized by signaling molecules to activate the intracellular effectors such as RAS, RAF and SOS and the RAS/MAPK pathway [37, 38]. Interestingly, in our previous study, we observed significant downregulation of NRAS with miR-29a overexpression in PDAC cell lines [39]. In the current study, miR-29a overexpression also resulted in moderate downregulation of NRAS in PSCs (logFC = − 1.01), however the role of NRAS in PSCs is unknown. Nonetheless, it is apparent that miR-29a modulates extracellular IGF-1/IGF-1R signaling in PSCs, and intracellular NRAS expression in pancreatic cancer cells, which indicates a functional role of the molecule in tumor-stromal crosstalk via insulin/IRF -RAS/MAPK signaling mechanism in PDAC.

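NRAS, the RAS GTPase on chromosome 1 of hg38 from 114704469 to 114716894, stood at 100, 132 and 105 CPM in Control 1, 2 and 3 and at 54.6, 52.4 and 59.9 CPM in OE1, OE2 and OE3. Its log2 fold change was -1.01 (SE 0.13, adjusted p = 0.00457 from edgeR) and ran from -1.10 to -0.88 with each library left out in turn, past the test each time. An 8mer match to the miR-29a-3p seed lies in the 3' UTR of NRAS, in exon 7, from 114706831 to 114706838 (TTGAGTAAAGCATGGTGCTAATGGACCA with the bases around it).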

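Of 21 laminin chains and laminin receptors, 5 fell, 1 rose and 15 did not pass edgeR's test (6 lower and 1 higher when adjusted over the list alone), and the median log2 fold change of the list was -0.12 (adjusted p = 0.156 from camera). After a correction for GC content, chosen after the data were seen, the median was -0.0723. Among the genes that fell were the laminin chain LAMC1, the laminin-binding NID1, and the integrin chains ITGA2 and ITGA6, and the one that rose was ITGA7. LAMC1 has an 8mer match to the miR-29a-3p seed in its 3' UTR on chromosome 1 of hg38, in exon 28 from 183144253 to 183144260 (TATCTGACACACTGGTGCTATTAATTAT with the bases around it). ITGA6 has a match to positions 2 to 7 followed by an A on chromosome 2, in exon 26 from 172505638 to 172505644. FSTL1, also a secreted protein of the matrix, has a match to positions 2 to 8 on chromosome 3, in exon 11 from 120396719 to 120396725, and a match to positions 2 to 7 followed by an A from 120396302 to 120396308. The numbers of the list that fell were 3, 4, 5, 3, 3 and 4 and the numbers that rose 0, 2, 3, 0, 0 and 1 without Control 1, 2 and 3 and OE1, OE2 and OE3 in turn. The list passed camera's test without OE2 (adjusted p = 0.0318) and with the literal wording of the paper's filter on low counts (0.0429), and it passed fry's test (0.047), and ITGA6 and ITGA7 lost their calls without single libraries.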

The identified interactome further consisted of three miR-29a targets namely ITGA6, LAMC1 and FSTL1 that associate with laminin interactions, which are salient to pancreatic ECM and desmoplasia [40–42]. LAMC1 encodes for laminin γ1 chain isoform, which are essential non-collagenous ECM glycoproteins, integral to basement membrane assembly and crucial for intra- and extracellular communication to modulate cellular behavior [43]. Laminin interactions, including that of LAMC1, have been shown to promote oncogenesis via processes including cancer cell migration, differentiation and metastasis [44–47]. Cytoplasmic laminin expression correlates with poor patient prognosis in pancreatic cancer [48] and has been shown as one of the most efficient ECM proteins to promote cell adhesion-mediated drug resistance [49]. Further, ECM-integrin interactions are found to be crucial for adhesion-mediated drug and resistance to chemotherapy [50, 51].

## Discussion

In our previous studies, we observed significant loss of miR-29a in several PDAC cell lines [21, 39]. In addition, miR-29a was globally repressed in PDAC tumor tissues, as well as in a PSC- and epithelial cell- specific manner [21]. We further demonstrated that TGF-β1 via SMAD3 signaling negatively regulates miR-29a expression in PSCs and upregulates several ECM proteins including collagens, laminin and fibronectin [21]. In the current study, using RNAseq, we characterize the mechanism and pathway interactions by which miR-29a contributes to PSC-mediated regulation of ECM and tumor-stromal crosstalk. This will allow for a comprehensive understanding of the therapeutic applicability of the molecule in the context of PDAC stroma.

RNAseq analysis with miR-29a overexpressing PSCs and controls identified a number of DEGs, which included predicted direct and indirect targets of the molecule. Because miRNAs primarily regulate genes either by mRNA decay or translational repression, we focused on the direct targets that were downregulated with miR-29a overexpression. We validated the translational repression of the targets namely IGF-1, COL5A3, CLDN1, E2F7, MYBL2, which exhibited the highest fold changes in the RNAseq dataset, along with ITGA6 and ADAMTS2, which had functional relevance in stromal regulation. Our western blot analysis indicated the highest repression of ITGA6, ADAMTS2 and IGF-1 protein levels with miR-29a overexpression in PSCs (Fig. 2b). Among these identified direct targets, association of IGF-1 and COL5A3 with PSCs in PDAC has been reported previously [33, 52]. Network analysis with the targets identified three overlapping pathways related to IGF, RAS/MAPK signaling and laminin interactions. IGF-1 secreted by activated PSCs and CAFs via sonic hedgehog pathway activates IGF-1R in cancer cells triggering phosphorylation of insulin-receptor or Src substrates to promote PDAC metastasis via intracellular pathways such as RAS/MAPK [37, 53]. In addition, high IGF-1 with low IGFBP3 expressions associated with enhanced risks for PDAC [54]. Expectedly, patients with advance clinical stages (II and III) of PDAC had higher levels of IGF-1R and low IGFBP3, and exhibited poor prognosis [54]. Interestingly, the IGF-1R expressions in these patients associated with high stromal abundance, suggesting the regulation of tumor-stromal crosstalk via IGF/IGF-1R signaling [54]. Another identified miR-29a target CLDN1 is a tight junction protein that facilitates cell-ECM communication and EMT in various cancer types [55–57]. The gene is shown to be a contributor in tumor-stroma crosstalk in pancreatic cancer [58]. Although the regulation of CLDN1 in PSCs has not been reported previously, studies have shown the gene to be under the regulation of IGF-1 signaling [59, 60]. Upregulation of collagens, including COL5A3, is a salient feature of fibrosis and malignant tumor stroma, including that in PDAC [52, 61, 62]. Collagens are abundantly expressed in PDAC ECM; and collagen V, by binding with α2β1 integrin receptors, stimulates migration, proliferation and metastasis in PDAC [63]. Interestingly, ADAMTS2, another identified miR-29a downregulated target, primarily functions to process collagens I, II, III and V precursors into mature molecules [27, 28]. The gene promotes fibrosis via activation of TGF-β signaling [64]. Evidently, miR-29a plays an anti-fibrotic role in PDAC by influencing ECM deposition via modulation of multiple targets in the collagen pathway. In addition to these genes that directly regulate tumor-microenvironment and desmoplasia, the top targets identified from our dataset consisted of the two additional genes E2F7 and MYBL2, which play essential roles in cell cycle regulation. E2F7 associates with poor patient outcome in several types of cancer including PDAC [65–67] and has been shown essential for mouse embryonic survival [68]. Inhibition of E2F7 enhanced G1 phase percentage in prostate cancer reducing cellular proliferation [67]. Similarly, MYBL2 is a transcription factor which promotes cell proliferation and differentiation by fostering cell cycle entry into S and M phases, and is dysregulated in types of cancer [39, 69, 70]. A recent study demonstrated the regulatory role of MYBL2 in promoting PDAC desmoplasia and PSCs’ growth through sonic hedgehog and adrenomedullin via paracrine and autocrine signaling [71], however the role of the gene in PSCs has not been reported. A negative feedback regulatory mechanism between miR-29a and MYBL2 influencing the activation of PSCs is possible, but this requires future validation. Nonetheless, the identified set of miR-29a target genes exhibit a pro-fibrotic and tumorigenic function in PDAC desmoplasia and progression via multiple targeted pathways, although PSC-specific function of some of the identified target genes such as E2F7, CLDN1, MYBL2 and ADAMTS2 has not been studied previously. Together, the observations in the current study signify that overexpression of miR-29a may lead to inhibition of PSC-induced pro-fibrotic and desmoplastic effects by targeting these genes to impair signaling mechanisms such as sonic hedgehog, IGF, RAS/MAPK, collagen metabolism and laminin pathways, and perturbing their normal cellular responses to promote PDAC progression.

As mentioned above, IGF-1 signaling axis is a key mechanism that promotes PDAC tumor-stromal crosstalk and drug resistance. In our RNAseq dataset, we observed the most robust downregulation of the IGF-1 gene among all miR-29a targets. It is possible that in addition to IGF-1 alone, miR-29a regulates IGF-signaling via modulating multiple components of the pathway in PSCs, such as indirect regulation of genes including IGF-1R, INSR and direct targeting of some others. It is worthy to note that MYBL2 and E2F7 are miR-29a targets that are at the functional convergence of p53-IGF-1 pathways. Stromal p53 has been implicated as a key component that reprograms activated pancreatic and hepatic stellate cells to transform them into quiescent states [72, 73]. Depletion of p53 in stromal cells caused faster and more aggressive tumor development with enhanced invasion and metastasis of cancer cells, suggesting a paracrine mechanism of p53 in tumor progression [74, 75]. In addition, studies have reported the occurrence of inactivating p53 mutations in fibroblastic stromal cells and their association in promoting tumor progression and cancer cell metastasis in types of carcinogenesis [74], although the molecular mechanisms are still unclear. MYBL2 is a downstream effector of the p53 pathway [69]. With p53 mutations, MYBL2 repression is uncoupled allowing enhanced binding of the molecule with MuvB and FOXM1 leading to activation of mitotic genes [69, 76]. FOXM1 is an essential component of Akt signaling, which functions both in the context of tumor stroma and cancer cells to promote tumorigenesis [77–80]. Interestingly, Akt pathway is under inverse regulation of IGF-1 signaling [79, 81, 82]. Similarly, E2F7 is a crucial transcription factor, which promotes E2F1-p53 dependent apoptosis and cell-cycle arrest [68, 83]. 

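E2F1, the transcription factor that starts DNA replication genes, stood at 15.8, 13.6 and 22.2 CPM in Control 1, 2 and 3 and at 8.52, 7.40 and 9.10 CPM in OE1, OE2 and OE3 (17.2 ± 4.48 and 8.34 ± 0.867 CPM, SD, n = 3 each). Its log2 fold change was -1.02 (SE 0.20, adjusted p = 0.0215 from edgeR). The call was lost without Control 1 (adjusted p = 0.083), OE1 (0.107), OE2 (0.0938) or OE3 (0.0569). E2F1 does not carry the mark of a predicted miR-29-3p target in the authors' deposited table.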

In our RNAseq data with miR-29a overexpressing PSCs, we found E2F1 as one of the indirect downregulated targets. In addition, E2F7 has also been shown to be activated by Akt signaling in carcinomas [83–85]. Although the exact mechanisms of MYBL2 and E2F7 in PSCs is still to be understood, our results suggest that dysregulation of miR-29a in PSCs derepresses genes such as IGF-1, MYBL2 and E2F7, which may in turn disrupt stromal p53 regulation, promoting PSC-mediated tumor proliferation.

GO analysis showed that the direct and indirect miR-29a downregulated targets were enriched in crucial cellular and molecular functions associated with PDAC stromal remodeling and proliferation. The biological processes consisted of those related to cell cycle regulation, collagen formation, ECM organization and immune signaling (Table 2). Our study further identified inter-connected networks comprising of essential pathways in PDAC stromal regulation and desmoplasia (Table 3). Although a single miRNA is known to target hundreds of genes, resulting in their post- transcriptional repression, based on the functional network of the differentially expressed targets, the predominant phenotypic effect of a miRNA can be systematically analyzed in a context-specific manner. Our analysis using PSCs identifies a number of miR-29a target genes that are crucial players in PDAC stromal remodeling and tumor-stromal crosstalk, suggesting the importance of the molecule in their pathway regulations to modulate PDAC microenvironment and tumor progression.

## Conclusion

The current study is the first to use RNAseq platform for a comprehensive characterization of the PSC transcriptome under the regulation of miR-29a. In PDAC, activated PSCs foster cancer cell migration via desmoplastic reaction characterized by increased collagen, laminin and other ECM deposition resulting in fibrosis. Our data identified altered expressions of a number of novel genes under miR-29a regulation, including IGF-1, COL5A3, CLDN1, E2F7, MYBL2, ITGA6, ADAMTS2, and related pathways such as insulin-IRF, RAS/MAPK, laminin and collagen pathways in PSCs that are dysregulated or associate with PDAC tumor-stromal crosstalk and ECM remodeling. Given the functional relationship among the identified miR-29a targets in our PSCs dataset, it is likely that restoration of miR-29a in PSCs will dwindle or escalate the interconnected tumor-suppressive/pro-tumorigenic networks respectively in PDAC microenvironment, causing global regulation of the network functions to hinder the disease progression. Since our conclusions are primarily based on computational analysis, future investigations aimed to delineate the mechanistic relationship of miR-29a, its targets and related pathways in PSCs as well as cancer cells, would allow for a deeper comprehension of the associated pathological changes in tumor-stromal crosstalk in PDAC. This would be essential to assess the therapeutic modalities of miR-29a and its target networks in the disease. Nonetheless, our data in the current report identifies novel genes and networks under the regulation of miR-29a in PSCs, bolstering an anti-tumorigenic function of the molecule in the context of PDAC stroma. These findings suggest that targeted upregulation of miR-29a may hold great therapeutic value in efficacious PDAC treatment.

## Supplementary information

**Additional file 1: Table S1.** Primers for qPCR validation of differentially expressed genes in hPSCs.

**Additional file 2: Table S2.** Differentially expressed genes as identified by RNAseq analysis in miR-29a overexpressing hPSCs as compared to control cells.

**Additional File 3: Figure S1.** Full length blots of ITGA6, ADAMTS2, IGF-1, COL5A3, CLDN1, E2F7, MYBL2 and GAPDH in Fig. 2b. Red rectangles indicate cropped representative images presented in Fig. 2b.

## Data Availability

All sequence data have been deposited in the NCBI Gene Expression Omnibus (GEO) repository with the accession number GSE144767 or is available through *https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144767**.*

## Abbreviations

ADAMTS2: ADAM Metallopeptidase With Thrombospondin Type 1 Motif 2
CLDN1: Claudin-1
COL5A3: Collagen alpha-3(V)
CPM: Counts per million
DEGs: Differentially expressed genes
E2F7: E2F Transcription Factor 7
ECM: Extracellular Matrix
EMT: Epithelial mesenchymal transition
FSTL1: Follistatin like 1
GO: Gene Ontology
IGF-1: Insulin-like growth factor 1
INS: Insulin
ITGA6: Integrin alpha-6
KEGG: Kyoto Encyclopedia of Genes and Genomes
LAMC1: Laminin subunit gamma 1
MAPK: Mitogen-activated protein kinase
miRNA: microRNA
MYBL2: MYB Proto-Oncogene like 2
PDAC: Pancreatic Ductal Adenocarcinoma
PSCs: Pancreatic stellate cells
qRT-PCR: Quantitative Real-time Polymerase Chain Reaction
STRING: Search Tool for the Retrieval of Interacting Genes/Proteins
UTR: Untranslated region

# Supplementary material for: Global targetome analysis reveals critical role of miR-29a in pancreatic stellate cell mediated regulation of PDAC tumor microenvironment
**Source:** BMC Cancer. 2020 Jul 13;20:651. doi: 10.1186/s12885-020-07135-2
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Differentially expressed genes as identified by RNAseq analysis in miR-29a overexpressing hPSCs as compared to control cells.

**Additional File 2: Table S2.** Primers for qPCR validation of differentially expressed genes in hPSCs.

| **Gene Name** | **Forward primer (5’-3’)** | **Reverse Primer (5’-3’)** |
| --- | --- | --- |
| IGF1 | TGTGGAGACAGGGGCTTTTA | ATCCACGATGCCTGTCTGA |
| COL5A3 | CCGACAAGAAGTTTGAGATCG | AGCCTCCAGGCTTTTCCTT |
| CLDN1 | CCTATGACCCCAGTCAATGC | ACAGCAAAGTAGGGCACCTC |
| E2F7 | CAGTTCAGGCTTCTGAGAGGA | CTAAAGAGTAGCCACCTGATCCTT |
| MYBL2 | GAGAAGTACGGACCCCTGAA | CCTCAGAACGCAGCACCT |
| TET3 | GTGCCTCCTTCTCCTTTGGT | CTCTTCCGGAGCACTTCTTC |
| PCDH9 | TGGAACAAATCATTCCTAACTGC | TCTCATCACTTATTTGGAGACAGC |
| EMP1 | TCACCATGGAGAAGGGAAAC | TAGATGGACACCCCCACAA |
| ITGA6 | AGCCTCTTCGGCTTCTCG | TTGGCTCTCTGCAGTGGAA |
| XXYLT1 | CTGGCTTCAAGTGCAAGGT | CTTCTGCATGGCCTCCAC |
| BCL7A | GAGGCCAAGGTGGATGAG | CGAATGTTCCATCGAGGACT |
| ADAMTS2 | CTAGCCGAAGCCTCCTCTGT | CTCCAAGGGTTCGATGAAGA |
| DCLK3 | CACGACAAGAGCATTGTCCA | ACCACATGCTTTGCAAGTCC |
| LAMC1 | CTGTTACTAGCCTCCTCAGCATTA | GCTTATTCAGGTCCACTGTATCC |
| KIAA1549L | TGCAGGCTACTTCCAGCTAAA | TCTGAGCAAACTTGCAGGAC |
| PRMT6 | ACTGAGCGTTGCCTTTTCTC | CCTACTTGCACGTGGGATCT |
| KDELC1 | CAGGCAGTGGATACATCAGG | ATTGCTCCTCTGGTGCTGAG |
| FSTL1 | GCCATCAATATTACAACGTATCCA | TCAATGAGAGCATCAACACAGA |
| PPP1R14C | TTACAGGAAGCTCTTGTAGACTGC | GCCTCTTATCCGAGAAAGCA |
| ESM1 | CATGGATGGCATGAAGTGTG | GGTGCCGTAGGGACAGTCT |
| BCL2 | AGTACCTGAACCGGCACCT | GCCGTACAGTTCCACAAAGG |
| PLAU | GGGCAGCACTGTGAAATAGATA | GCTGAAGGACAGTGGCAGA |
| IL1B | AAAGCTTGGTGATGTCTGGTC | GGACATGGAGAACACCACTTG |
| EXO1 | CTTTCTCAGTGCTCTAGTAAGGACTCT | TGGAGGTCTGGTCACTTTGA |
| ITGA2 | TCACAAGTGGGATTCAGTGC | CCATGAGATGTCTTCTGGACAA |
| IQGAP3 | TGAGGAGAGACTTTGCTGACTG | TTTTCCAGAAGCTCCACCAG |
| BLM | CGGATTTTGTTCCACCTTCTC | TTTCTGTCAGAGGTGTCAAGG |
| E2F1 | AAGTCCAAGAACCACATCCAGT | CTGGGTCAACCCCTCAAG |
| AURKB | GGAGAGTAGCAGTGCCTTGG | AGGCTCTTTCCGGAGGACT |
| DPYSL3 | TGTACTGAGCAGGCCAGAAG | TGCTCATGACCTTTGTGACG |
| PYGM | ACTTCTACGGCCATGTGGAG | ATGGCCAGTACCACCTGTGT |
| CXCL5 | GGTCCTTCGAGCTCCTTGT | GCAGCTCTCTCAACACAGCA |
| NEFL | ACCAAGACCTCCTCAACGTG | CACGCTGGTGAAACTGAGTC |
| GNAO1 | CCGCCAAAGACGTGAAATTA | CCGGAGAAGCCATCTTCAT |
| TNFRSF10C | CCCTAAAGTTCGTCGTCGTC | TGGTGGCAGAGTAAGCTAGGA |
| HLA-DMA | TAGGGCCAAAACTTGATGG | AGACCAAAGTGTTGGGCTTG |
| ITGA7 | AAGGAAAGCAAGGAGAACCAG | CACAAAGCAGCGACCAATC |
| FBXO32 | AAAGAGCGCCATGGATATTG | TGGAATCCAGAATGGCAGTT |
| PIK3AP1 | CGGCTGTGACGAGGATCT | CTGGCCTGAAGCATTTCAAC |
| HERC6 | ACCACTCCCTGGCATTATCA | CCAGGGACCTCACCCTCT |
| HIST1H1C | CCACTTGTACCCGAGTTTTTG | TCTTTACAGGGGCCTTCTCC |
| IGFBP3 | AACGCTAGTGCCGTCAGC | CGGTCTTCCTCCGACTCAC |
| HIST2H2BE | TGCTTGACTCCAAAGGCTCT | AACAAGCTCTTTTCTAGTGATTAGGTG |

How the deposited data were processed for this re-analysis (not part of the article)

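RNAseq libraries of primary human pancreatic stellate cells (hPSCs) transfected with a miR-29a mimic or a scramble control were used, 3 per group, grouped by the submitters' labels and the paper. The authors deposited a table of raw read counts per gene for the 6 libraries, made by them from 100 bp paired reads with STAR 2.5 and featureCounts on Gencode 25 gene models. The submitters' processing notes name STAR 2.5, Subread 1.5.1, edgeR 3.20.8, featureCounts and bcl2fastq, and they and the paper's methods name hg38, while one sentence of the results names hg19. The IDs of 17133 of the 17298 genes are in GENCODE 44, and 17128 of these overlap its gene of that ID on hg38, so coordinates and 3' UTRs are given from GENCODE 44 on hg38. The authors' deposited table also holds log2 CPM per library, the authors' log2 fold changes and the authors' p-values, unadjusted and adjusted for the false discovery rate, and a mark for predicted conserved targets of miR-29-3p, which the methods take from TargetScan. The log2 values and p-values of the authors were used only to compare calls, and every value given here was computed from the deposited counts unless it is named as the paper's or the authors'. The paper's text does not name the time of harvest of the RNAseq libraries.

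Genes with at least 0.5 CPM in at least 2 libraries were kept (15058, with 99.97% of all counts), and 2240 were not tested. This is not the literal wording of the paper's methods, which remove genes under 0.5 CPM in 2 or more samples. That wording keeps 13745 genes and was run as an alternative. The 15058 genes kept are those with a fold change in the authors' deposited table. The totals ran from 15386714 to 31874002 counts per library, and the common dispersion of 0.0278 is a biological coefficient of variation of 16.7%. Groups were compared with edgeR 4.0.16 in R 4.3.3 (TMM scaling, glmQLFit and glmQLFTest, no block, 4 residual degrees of freedom), with Benjamini-Hochberg adjustment, an adjusted p under 0.05 and, for DEGs, a log2 fold change beyond 1 either way. The SE of a log2 fold change is its size divided by the square root of F. The CPM given are scaled by TMM, as mean ± SD. Of 38 gene lists, 3 were taken from the paper (its predicted targets that fell and the genes of its Tables 2 and 3), which is not independent evidence, and 35 were set in advance. The paper's tables had been seen by then. Several of the 35 hold genes of its Tables 2, 3 and 4, such as AURKB, HIST1H1C, HLA-DMA, HERC6 and ITGA7, and are not wholly independent of it. Of the list of 19 predicted targets that fell in the paper, all fell here (median -1.15, adjusted p = 5.34e-25 from camera), and 15, 18, 19, 14, 15 and 17 did without Control 1, 2 and 3 and OE1, OE2 and OE3 in turn. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on log2 CPM with a prior count of 2, adjusted over the lists. The lists adjusted together include the 3 from the paper, whose small p-values make it easier for the others to pass. With an estimated correlation, 3 of the 15 calls held (G1/S, G2/M and DNA methylation enzymes, unadjusted p = 0.000174, 0.00577 and 0.00405 from camera). No adjustment without the paper's 3 lists was made, so the calls of G2/M and DNA methylation enzymes may not hold without them. The list of acinar and endocrine markers had none of its 12 genes among those tested. Named genes were taken by a rule set in advance: every gene that the paper names in the sentence beside the data, in Table 4 or in Fig. 3, the 10 that rose and the 10 that fell with the largest log2 fold change among those past the test with a mean log2 CPM of at least 1 and groups that do not overlap, up to 4 members of each list with the smallest adjusted p (the 2 most abundant where none passed), and the genes of the miR-29a precursor. The values in the paper's tables had been seen when the rule was written. Genes outside it are said to be named after their values were seen.

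Seed matches were searched in the longest annotated 3' UTR of each gene (at least 50 bases), and log2 fold changes were regressed on having a match with UTR length and GC content. The t statistic of the coefficient was ranked among all sequences of 7 bases found in at least 50 genes. Permutation tests used 100000 permutations with a fixed seed, in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Alternatives were DESeq2 1.42.0, edgeR's exact test and its legacy quasi-likelihood method, upper-quartile scaling, no scaling, quantile normalization with limma, 3 other filters on low counts, the replicate number as a block, thinning to the smallest library, glmTreat against 1.2-fold, no limit on the fold change, and each library left out in turn. For the lists, an estimated correlation and the rotation test fry were added to these, and for the seed matches other types of match and the shortest UTR. The test was tested on simulated data: in counts drawn for the 15058 genes of control against miR-29a OE with 200 genes changed, 26%, 76%, 90% and 100% of those changed 1.5-, 2-, 3- and 4-fold were called, with 9 false calls among 155. These calls had no limit on the estimated fold change. The seed regression recovered a coefficient of -0.296 where -0.3 had been simulated, over 12691 genes. No 2 libraries of a group differed by as little as the sampling noise, so none was counted as a repeat of another. The names of 24 genes occur more than once in the table, and these were kept apart by ID. Reads of overlapping genes and of near-identical copies, such as histone genes, are uncertain, since the strand setting of the counting is not given in the sources used here. Western blots, the qPCR of miR-29a, the enrichment of GO terms and pathways and the STRING network were not analysed here. The values of a few single genes are not reported here.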

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

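The tests on GC content and on the share of pericytes were chosen only after the results were seen. Of 46 interferon-stimulated genes, a group the paper's text does not discuss, 18 rose with miR-29a OE, none fell and 28 did not pass edgeR's test (34 higher when adjusted over the list alone, 28 with DESeq2, 29 with edgeR's exact test and 6 with glmTreat), with a median log2 fold change of 0.785 (adjusted p = 1.09e-17 from camera, adjusted p = 0.213 with an estimated correlation). MX1, an antiviral GTPase, rose from 30.7 ± 6.36 to 76.7 ± 15.3 CPM (SD, n = 3 each) and IFIT2, which binds viral RNA, from 4.20 to 11.0 CPM (log2 fold changes 1.31 and 1.39), and the numbers that rose were 5, 15, 27, 2, 4 and 15 without Control 1, 2 and 3 and OE1, OE2 and OE3 in turn. A bias by GC content as the whole cause is argued against by the median of 0.775 after a correction for GC content, and the scaling of the libraries by a median of at least 0.771 with no scaling and with quantile normalization. The control cells had been transfected with a scramble control, and whether the genes responded to the targets of miR-29a or to a property of this mimic that the scramble lacks stays open and was not tested.

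Of 20 contractile genes, likewise not discussed as a group there, 11 rose, none fell and 9 did not pass (17 higher when adjusted over the list alone), with a median log2 fold change of 0.647 (adjusted p = 6.07e-13 from camera, adjusted p = 0.0881 with an estimated correlation). The cardiac actin ACTC1 rose from 98.1 ± 9.71 to 246 ± 3.24 CPM (SD, n = 3 each), the small heat shock protein HSPB7 from 8.20 to 23.7, the intermediate filament desmin (DES) from 7.19 to 16.5 and the actin-binding SYNPO2 from 67.8 to 122 CPM, and the numbers that rose were 7, 11, 14, 6, 10 and 10 without Control 1, 2 and 3 and OE1, OE2 and OE3 in turn. After the correction for GC content the median was 0.66, which argues against that bias as the whole cause. A larger share of pericytes is argued against by the 6 pericyte and smooth muscle markers outside the list. Their median was -0.0886 (SD 0.278), below the contractile median by more than their spread. For smooth muscle cells these markers cannot decide, since MYH11, the smooth muscle myosin, is in both lists and rose. A response of the stellate cells to miR-29a stays open as a hypothesis.

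Control 3 and OE2 deviated from the means of their groups together, with a correlation of 0.61 across genes, and so did Control 2 and OE3 (0.71). Deviations within a group of 3 libraries cancel, so these correlations are not independent and may show a single difference. Genes of high GC content were higher in Control 3 than in Control 2 and in OE2 than in OE3, with a Spearman correlation of at least 0.593, so a bias by GC content is a candidate explanation. A difference in depth is argued against, since the correlations of the deviations were 0.59 and 0.66 after all libraries had been thinned to the smallest. No biological explanation was tested, and whether the libraries of either pair shared a day or a batch is not stated in the methods or the labels.

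Other gene groups, which the paper does not report as groups from these libraries, stood out as follows, with the numbers that changed without Control 1, 2 and 3 and OE1, OE2 and OE3 in turn. Of 19 genes of antigen presentation, 3 rose (HLA-E, HLA-DMA and TAP1) and none fell (4 higher when adjusted over the list alone), with a median of 0.363 (0.238 without OE1, adjusted p = 0.000125 from camera, adjusted p = 0.265 with an estimated correlation), and 0, 1, 3, 0, 0 and 3 rose. Of 16 genes of stellate cell quiescence and vitamin A, 3 rose (among them RARRES2 and the retinoic acid binding protein CRABP2, the latter from 37.1 ± 4.21 to 92.9 ± 1.54 CPM, SD, n = 3 each) and FABP4 fell (7 higher and 1 lower when adjusted over the list alone), with a median of 0.536 (adjusted p = 0.00155 from camera, adjusted p = 0.243 with an estimated correlation), and 1, 3, 3, 1, 2 and 4 rose and 0, 0, 1, 0, 0 and 0 fell. Of 9 DNA methylation enzymes, 6 of which are also in the list of known miR-29 targets, 5 fell (TET2, TET3, TDG, DNMT3B and TET1, the last named after its value was seen) and none rose (8 lower when adjusted over the list alone and with DESeq2, 3 with the legacy quasi-likelihood method and 2 with glmTreat), with a median of -0.599 (adjusted p = 4.75e-08 from camera, adjusted p = 0.0299 with an estimated correlation), and 1, 5, 6, 1, 1 and 1 fell. The adjustment with an estimated correlation took in the paper's own 3 lists, and this call may not hold without them. Of 10 histone genes, near-identical copies among them, 3 rose (HIST2H2BE, HIST1H2BK and HIST1H1C) and none fell (5 higher when adjusted over the list alone), with a median of 0.824 (adjusted p = 0.000121 from camera, adjusted p = 0.0797 with an estimated correlation), and 0, 2, 3, 0, 1 and 1 rose. Of 2 Schwann and glial markers, none passed edgeR's test (1 higher when adjusted over the list alone, at an unadjusted p under 0.05 and by DESeq2), the median was 0.749 (adjusted p = 0.0203 from camera, adjusted p = 0.204 with an estimated correlation, 0.0795 after the correction for GC content and 0.0506 with a term for the shallow libraries).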

How the results depend on the processing

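The correction for GC content, the term for the 2 libraries with the fewest counts and the division of the qRT-PCR genes by direction were chosen only after the data were seen. DEGs that fell numbered 89 to 121 and DEGs that rose 96 to 150 (96 and 119 as reported) with DESeq2, the legacy quasi-likelihood method, other scalings, other filters and thinning, and with edgeR's exact test 131 fell and 223 rose. The genes called were not all the same. Of the 96 and 119 as reported, 74 and 94 were also called after thinning and 87 and 94 with quantile normalization. With glmTreat against 1.2-fold, which took the place of the limit on the fold change, 170 fell and 114 rose, and with no limit on the fold change 385 fell and 302 rose. The correction for GC content gave 115 that fell and 196 that rose, and the term for the shallow libraries 123 and 205. More genes of several lists passed with these, such as 34 and 33 interferon-stimulated genes (18 as reported), 16 and 16 contractile genes (11) and 12 and 8 p53 targets that rose (2). Leaving out single libraries gave 47 (OE1) to 139 (Control 3) that fell and 37 (Control 1) to 196 (Control 3) that rose. The share of DEGs that rose was 55.35% as reported, 57.67% with no scaling, 50% with quantile normalization, 62.99% with the exact test, 63.02% with the correction for GC content and 40.14% with glmTreat, and from 40.66% (without Control 1) to 60.96% (without OE3) with a library left out, under 50% also without Control 2, OE1 or OE2. With the replicate number as a block, edgeR called 0 that fell and 0 that rose (smallest adjusted p 0.0862, with 1888 genes at an unadjusted p under 0.05, 435 of them beyond 2-fold). The replicate numbers were not taken to pair the samples, since the methods and labels name no batch or day that a number marks. The deviations of Control 1 and OE1, Control 2 and OE2, and Control 3 and OE3 from their group means correlated at 0.2, -0.54 and -0.71. These correlations cannot reject pairing. Differences between libraries of a group followed GC content (Spearman correlations of 0.797 and 0.593), and the correlations were not computed after a correction for it. The paper's abstract calls the control and miR-29a overexpressing cells paired, without saying which libraries form a pair. Whether a replicate number marks such a pair stays open. If it does, no gene passes edgeR's test over all genes. Of the 35 gene lists not taken from the paper, 15 passed camera's test as reported, 3 with an estimated correlation, 14 to 17 under its other settings, and 15 to 18 with a library left out, and 19 passed fry's test. All were adjusted together with the paper's own 3 lists, without which fewer may pass with an estimated correlation. The coefficient of the seed matches stayed between -0.1609 and -0.1040 under the alternatives run for it, and the correlation with qRT-PCR between 0.921 and 0.927 with DESeq2, with the block and without the 20 predicted targets, while the division by direction gave 0.337 among genes that fell and 0.77 among genes that rose. Of the single genes and lists under each setting, 419 values lost their side of the threshold, 22 came to pass it and none changed direction while past it. Of the 122 named genes past the test, 121 remained so with DESeq2, 57 without OE1 and 0 with the block. For these changes, the cause was not tested. With 3 libraries per group at this depth, 26% of genes changed 1.5-fold were recovered in simulated counts, so a gene that did not pass may still have changed by that much.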

Differences from the paper's values

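Among the DEGs that rose, 2 carried the mark of a predicted target here, DPYSL3 and HEYL, and the paper's number is 1. Of the alternatives set before the data were examined, the legacy quasi-likelihood method, quantile normalization with limma, and the fits without Control 1, OE1, OE2 or OE3 also gave 1, which was DPYSL3. DESeq2 gave 3, edgeR's exact test 4, and the replicate number as a block 0. Upper-quartile scaling, no scaling, the literal wording of the filter, no filter, a mean of at least 1 CPM and thinning gave 2, which were DPYSL3 and HEYL. The fits without Control 2 (DPYSL3 and TMEM255A) and without Control 3 (FCHO1 and HEYL) and glmTreat (CACUL1 and DPYSL3), which took the place of the limit on the fold change, also gave 2, where TMEM255A, FCHO1 and CACUL1 are named after their values were seen. The DEGs numbered 96 that fell and 119 that rose here, and with the legacy quasi-likelihood method 90 and 106. These are the numbers in the paper's results section, while its abstract gives a larger total of DEGs. The log2 fold changes of that method differed from those in the authors' deposited table by at most 4.88e-14, and of the calls in the authors' deposited table 195 were also made here, 1 was made there alone and 20 were made here alone.

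The paper's text places E2F7 before CLDN1 among the targets with the strongest fall, while its Table 4 lists CLDN1 first, with the same rounded value for both. Here CLDN1 had a log2 fold change of -1.4956 and E2F7 one of -1.4918, a difference smaller than the SE of either (0.24 and 0.14), with IGF1 and COL5A3 before and MYBL2 after them as in the paper.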

Other observations

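Tests on the seed of miR-29a-5p and on the number of seed matches, and the count of other splits, were planned, and no test in this part was chosen only after the result was seen. Genes of the prostaglandin pathway that rose were PTGES and PTGIS, which make prostaglandin E2 and prostacyclin, and PTGS2, the inducible cyclooxygenase before them. PTGES rose from 6.17 to 17.7 CPM (n = 3 each), a log2 fold change of 1.52 (SE 0.16, adjusted p = 0.00248 from edgeR), PTGS2 had a log2 fold change of 1.18 (SE 0.19, adjusted p = 0.00923) and PTGIS 1.00 (SE 0.16, adjusted p = 0.00998). Of 15 genes of the pathway, these 3 rose, none fell and 12 did not pass (3 higher when adjusted over the list alone), with a median of 0.17 (adjusted p = 0.0813 from camera and 0.0239 without Control 2, adjusted p = 0.00157 from fry), and 1, 3, 5, 1, 2 and 3 rose without Control 1, 2 and 3 and OE1, OE2 and OE3 in turn (PTGS2 adjusted p = 0.0761 and 0.06 without Control 1 and OE1, PTGIS 0.0658, 0.062 and 0.0525 without Control 1, OE1 and OE2). Of 11 genes of fibroblast identity, the proteoglycans decorin (DCN, 209 to 407 CPM, log2 fold change 0.96, SE 0.11, adjusted p = 0.00265 from edgeR) and lumican (LUM) and the surface protein THY1 rose, COL1A1 fell and 7 did not pass (3 higher and 2 lower when adjusted over the list alone), with a median of 0.03 (adjusted p = 0.68 from camera, adjusted p = 0.00399 from fry), and 1, 3, 3, 1, 2 and 2 rose and 0, 1, 1, 0, 0 and 0 fell with the libraries left out in the same order.

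Of 20 genes of the unfolded protein and integrated stress response, ASNS, the asparagine synthetase, fell (log2 fold change -0.67, adjusted p = 0.0103 from edgeR, and 0.0739, 0.0671 and 0.061 without Control 1, OE1 and OE2), none rose and 19 did not pass (1 lower and 1 higher when adjusted over the list alone, and 1 that rose without Control 2 or Control 3), and the median (0.03) and the mean (-0.02) differed in sign (adjusted p = 0.843 from camera). Of 8 epithelial markers tested, KRT8 (58.9 to 105 CPM) and MUC1 (2.72 to 5.71 CPM) rose and 6 did not pass (3 higher when adjusted over the list alone), with a median of 0.23 (0.0626 without Control 2 and 0.743 with the literal filter, adjusted p = 0.154 from camera, and 0.0324, 0.0309 and 0.00633 without Control 3, without OE3 and with the literal filter), and 0, 1, 4, 0, 0 and 1 rose without Control 1, 2 and 3 and OE1, OE2 and OE3 in turn. None of 6 endothelial markers and neither of 2 leukocyte markers passed edgeR's test, over all genes, adjusted over the list alone or with DESeq2, with 1 endothelial and 0 leukocyte markers at an unadjusted p under 0.05. The median was -0.06 for the endothelial markers (adjusted p = 0.627 from camera) and -0.15 for the leukocyte markers, where the direction of the test was higher (adjusted p = 0.905 from camera). Of 7 pericyte and smooth muscle markers, MYH11 rose (log2 fold change 0.97, adjusted p = 0.0093 from edgeR, and 0.0509 and 0.0699 without Control 1 and OE1) and 6 did not pass (2 higher when adjusted over the list alone), with a median of 0.02 (adjusted p = 0.827 from camera).

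A hypothesis was that repression grows with the number of seed matches. The median log2 fold change of genes with 2 or more miR-29a-3p matches was lower by 0.08 than that of genes with 1 match (difference -0.0816, one-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give), which is in line with it, although genes are not independent replicates and UTRs with more matches are longer. A further hypothesis was that miR-29a-5p, the other strand of the natural miR-29a, also represses genes. The t statistic of the coefficient of its seed match (AAATCAG) ranked 207 of the 210 sequences of the same composition from the lowest (98.6%), which argues against a fall of genes with this match. The paper does not give the sequence of the other strand of the mimic. The rank therefore cannot decide whether that strand represses genes. For the number of DEGs, 1 of the 10 ways to split the 6 libraries into 3 and 3 gave as many as the real one (215, the highest of the others 0), and 10 splits are too few for a share under 0.05.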
